# Intercalated disc protein Xinβ is required for Hippo-YAP signaling in the heart

**DOI:** 10.1038/s41467-020-18379-8

**Published:** 2020-09-16

**Authors:** Haipeng Guo, Yao Wei Lu, Zhiqiang Lin, Zhan-Peng Huang, Jianming Liu, Yi Wang, Hee Young Seok, Xiaoyun Hu, Qing Ma, Kathryn Li, Jan Kyselovic, Qingchuan Wang, Jenny L.-C. Lin, Jim J.-C. Lin, Douglas B. Cowan, Francisco Naya, Yuguo Chen, William T. Pu, Da-Zhi Wang

**Keywords:** Cell signalling, Cardiovascular biology

## Abstract

Intercalated discs (ICD), specific cell-to-cell contacts that connect adjacent cardiomyocytes, ensure mechanical and electrochemical coupling during contraction of the heart. Mutations in genes encoding ICD components are linked to cardiovascular diseases. Here, we show that loss of Xinβ, a newly-identified component of ICDs, results in cardiomyocyte proliferation defects and cardiomyopathy. We uncovered a role for Xinβ in signaling via the Hippo-YAP pathway by recruiting NF2 to the ICD to modulate cardiac function. In *Xinβ* mutant hearts levels of phosphorylated NF2 are substantially reduced, suggesting an impairment of Hippo-YAP signaling. Cardiac-specific overexpression of YAP rescues cardiac defects in *Xinβ* knock-out mice—indicating a functional and genetic interaction between Xinβ and YAP. Our study reveals a molecular mechanism by which cardiac-expressed intercalated disc protein Xinβ modulates Hippo-YAP signaling to control heart development and cardiac function in a tissue specific manner. Consequently, this pathway may represent a therapeutic target for the treatment of cardiovascular diseases.

## Abstract (web summary)

Intercalated discs ensure mechanical and electrochemical coupling during contraction of the heart. Here, the authors show that loss of Xinβ results in cardiomyocyte proliferation defects and cardiomyopathy by influencing the Hippo-YAP signalling pathway, thus affecting cardiac development and function.

## Introduction

Cardiovascular diseases remain the leading cause of death in humans, and the molecular mechanisms underlying these devastating conditions remain largely elusive. The intercalated disc (ICD), which is a subcellular structure that connects neighboring cardiomyocytes, is essential for the functional integrity of the cardiac syncytium—mechanically tethering cardiomyocytes to one another and facilitating propagation of electrical signals that coordinate contraction of the heart^1^. Interestingly, while many prior reports demonstrate the importance of ICDs to the organization of the myocardium, relatively little is known about how these cell-to-cell junctions transmit information between cardiac muscle cells to modulate gene expression and cardiac function^2^.

The Xin-repeat containing adapter proteins Xinα and Xinβ, also called XIRP1 and XIRP2, are encoded by paralogous genes and bind various adherens junction proteins including actin, N-cadherin, α-actinin, and β-catenin^3–7^. As a result, Xinα and Xinβ are primarily located in the ICD of adult cardiomyocytes^8^. These proteins also play an important role during early cardiac development^4,9^ and may be pivotal in the pathogenesis of some forms of heart disease^6^. For instance, the human homolog of mouse *Xinβ* (h*Xinβ*) was mapped to a locus associated with cardiomyopathy^10^. Mutations in *Xinα* and *Xinβ* have also been found in patients with cardiomyopathy, underscoring their potential to contribute to the initiation and progression of cardiovascular diseases^9,10^.

The Hippo-YAP is a highly conserved cellular regulatory pathway that is important for development and disease^11^. Genetic and biochemical studies have established that cellular growth and differentiation signals are transmitted through a series of protein kinase cascades to modulate downstream gene expression^12^. Dysregulation of the expression of this important pathway and/or genetic mutations of components of this pathway are linked to human diseases, including cancer^13,14^. Studies have found that the Hippo-YAP pathway plays an important role in cardiomyocyte proliferation and heart development^14–19^. In this study, we reveal the unexpected finding that function of the ICD protein Xinβ is mediated by the Hippo-YAP pathway to control heart development and cardiac function.

## Results

### Loss of *Xinβ* alters Hippo-YAP pathway gene expression in the heart

Consistent with prior studies^4^, we found that germline deletion of *Xinβ* (*Xinβ*^KO^) in mice resulted in postnatal lethality. Mutant mice die before weaning and display both developmental and cardiac structural defects. To define the molecular mechanisms underlying the observed cardiac defects in *Xinβ*^KO^ mice, we performed RNA-seq on ventricular tissue from postnatal day 7.5 (P7.5) *Xinβ*^KO^ and control hearts. 

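RNA from the ventricles of 4 *Xinβ* KO and 4 WT hearts at postnatal day 7.5 was sequenced in 50 bp single-end reads from strand-specific libraries. The authors aligned the reads with HISAT2 and assembled transcripts with StringTie. They quantified genes from the assembled transcripts with a tool of the StringTie developer. With edgeR they computed CPM, counts per gene scaled to library size. The deposited columns sum to between 942566 and 1084066, so the values were treated as CPM scaled by edgeR's TMM factors. Every nonzero value was a whole multiple of the worth of 1 count, and 100% of the values converted to whole counts. Here and below, reads means these counts of the authors' gene matrix. They were derived from assembled transcripts and are not shown to equal the sequenced reads. The libraries held between 20855349 and 31154155 reads on genes in *Xinβ* KO hearts, with a median of 22260934. The WT libraries held between 20490875 and 27694502 reads, with a median of 24747076. Groups were compared with limma on log2(CPM + 1), over the 15598 of 15667 listed genes with more than 1 CPM in at least 4 of the 8 libraries, with Benjamini-Hochberg adjustment. Log2 fold changes are on that scale, which understates the change of genes with low values. Sets of genes were compared by an exact, two-sided permutation test, in which 4 hearts against 4 allow no p below 0.029.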

A smear plot shows the distribution of gene expression between *Xinβ*^KO^ and control hearts, whereas *Xinβ* (also called *Xirp2*) was the most significantly downregulated gene (Fig. 1a). 

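*Xirp2* (ENSMUSG00000027022, chromosome 2 from 67446002 to 67526614 of GRCm38) was at 0.291, 0.692, 0.45 and 0.519 CPM in *Xinβ* KO replicates 1 to 4 and at 131, 149.8, 168 and 106 CPM in the WT replicates. Its log2 fold change of -6.54 (standard error 0.16, adjusted p = 1.8e-07, limma with Benjamini-Hochberg adjustment) ranked 1 of 15598 genes by p-value and 1 by size among the decreases. With each library left out in turn, it stayed between -6.66 and -6.44. *Xirp1*, the other gene of the Xin family, had a mean of 296 ± 41.7 CPM in *Xinβ* KO hearts (SD, n = 4) and 248 ± 14.7 CPM in WT hearts (log2 fold change 0.25, adjusted p = 0.24 from limma).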

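Of the 15598 genes tested, 1044 had an adjusted p-value under 0.05 in limma, 504 higher and 540 lower in *Xinβ* KO hearts. At an unadjusted p-value under 0.01, 1751 genes passed, 778 higher and 973 lower. The values of the 2 groups did not overlap for 2565 of the 15598 tested genes, where chance puts 2.86% of genes in that state. With a log2 fold change of at least 1 in size also required, 197 higher and 171 lower genes remained. Without that fold change threshold, the count of 1044 ranged, with one library left out at a time, from 379 without WT replicate 1 to 2098 without *Xinβ* KO replicate 4. The largest increases were in *S100a8* (log2 fold change 3.44, adjusted p = 0.0036), *Hif3a* (3.33, adjusted p = 0.0027) and *Xdh* (3.21, adjusted p = 0.0037), all from limma. Apart from *Xirp2*, the largest decreases were in *Prnd* (log2 fold change -4.11, adjusted p = 0.0078) and *Hmcn2* (-3.56, adjusted p = 8.6e-04).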

Gene expression analyses showed that 717 genes were differentially expressed (*p* < 0.01), with 373 genes increased and 344 genes reduced in *Xinβ*^KO^ mouse hearts (Fig. 1b). Gene set enrichment analysis (GSEA) identified gene ontology (GO) terms that were enriched for upregulated or downregulated genes. 

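The moderated limma statistics of all tested genes were ranked and compared with 665 Reactome gene sets of 15 to 500 genes by fgsea, as GO sets were not used here. At an adjusted p-value under 0.05, 96 sets were enriched among higher and 93 among lower genes in *Xinβ* KO hearts. Because fgsea treats genes as independent, the same count was made for each of the 8 divisions of the hearts that separate every same-numbered *Xinβ* KO and WT library. The 189 sets of the real groups were reached or exceeded by 6 of these 8 divisions, the real one included, so the number of enriched sets does not separate the genotypes from other groupings.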

Among the GO terms for genes downregulated in *Xinβ*^KO^ mouse hearts were those related to chromosome segregation, chromosome condensation, DNA replication, and cell division (Fig. 1c). In contrast, terms related to response to type I interferon, and positive regulation of inflammatory response, were significantly enriched for genes upregulated in *Xinβ*^KO^ hearts (Fig. 1c), indicating an increase of inflammatory response in *Xinβ* mutant hearts. 

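G2/M and S-phase genes were taken from the human lists of the Seurat package, matched to mouse symbols. The mean log2(CPM + 1) over 54 G2/M genes changed by -1.13 in *Xinβ* KO hearts relative to all tested genes (exact permutation test, two-sided, p = 0.14), and 54 of the 54 genes had a negative log2 fold change. *Xinβ* KO replicate 4 was the exception among the libraries, with a score of 0.75 against -1.30 to -0.72 in the other *Xinβ* KO hearts and 0.43 to 0.71 in WT hearts. Without it, the change was -1.57 (p = 0.029 by the same exact test). Over 43 S-phase genes the change was -0.83 (exact p = 0.029), with 41 of 43 genes lower. *Xinβ* KO replicate 4 lay near the WT hearts here too. Its score was 0.32, against 0.36 to 0.49 in WT hearts and -0.77 to -0.48 in the other *Xinβ* KO hearts. Over all tested genes, 1 of the G2/M genes and 10 of the S-phase genes had an adjusted p-value under 0.05 in limma. With adjustment over each list alone, 38 and 32 genes did. In the Reactome sets, Mitotic Prometaphase had a normalized enrichment score of -2.62, a size that 3 of the 8 divisions of the hearts gave.

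**Figure D1:**
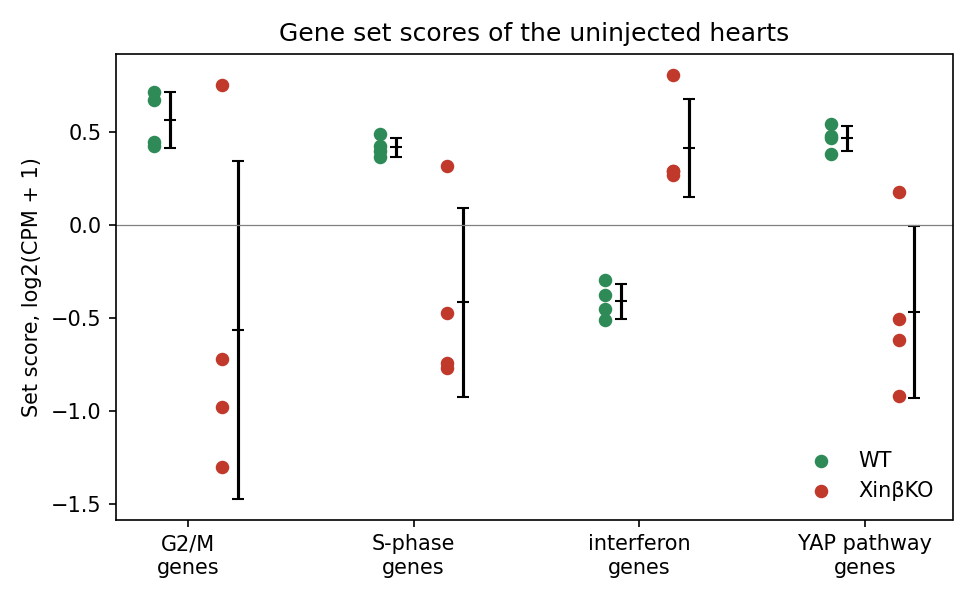
Scores of 4 gene sets in the 4 WT and 4 *Xinβ* KO hearts, as the mean log2(CPM + 1) of the set minus that of all tested genes, each gene centred over the 8 libraries. Points are libraries and bars are the mean ± SD; 1 *Xinβ* KO heart lies at 0.75 for the G2/M genes, above the 4 WT hearts.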

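A list of 40 interferon-stimulated genes was written from general knowledge after the paper's supplement had been read, and it holds *Irf7* and *Irf9*, which the paper chose in these hearts. Of the 40 genes, 36 were tested. Their mean log2(CPM + 1) was higher by 0.82 in *Xinβ* KO hearts relative to all tested genes (exact permutation test, two-sided, p = 0.029), with 34 genes higher and 20 called at an adjusted p-value under 0.05, or 23 with adjustment over the list alone. Across the 8 fits that each left out one library, the change stayed between 0.69 and 0.87. *Irf7* was at 10.0 ± 0.736 CPM in *Xinβ* KO hearts (SD, n = 4) and 3.43 ± 1.08 CPM in WT hearts (log2 fold change 1.34, adjusted p = 0.0035 from limma). *Irf9* rose by 0.76 on the log2 scale (adjusted p = 0.015) and *Nfkbia* by 0.97 (adjusted p = 0.025). *Ccl2* was at 6.73 ± 2.57 CPM against 1.48 ± 0.464 CPM (log2 fold change 1.60, adjusted p = 0.0069 from limma), and *Nfkbib* had a log2 fold change of 0.44 (adjusted p = 0.058). *Il6* and *Ccl7* are not among the listed genes. The Reactome set Interferon Signaling had a normalized enrichment score of 2.55, and none of the other 7 divisions of the hearts gave one as large. From the enrichment of these terms among upregulated genes, the paper reasons that the inflammatory response was increased.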

We verified the dysregulated expression of selected genes related to cell proliferation and inflammation by qRT-PCR (Fig. 1d, e). Interestingly, our GSEA analysis revealed that the “YAP-conserved signature” was substantially downregulated in P7.5 *Xinβ*^KO^ hearts (Fig. 1f). 

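The YAP pathway genes of Fig. 1g were taken from the paper, which chose them in these hearts, so their values describe the genes shown and test nothing further. Their mean log2(CPM + 1) changed by -0.93 in *Xinβ* KO hearts relative to all tested genes. *Marcks* had an adjusted p-value under 0.05 in limma (44.2 ± 7.8 CPM against 84.7 ± 9.8 CPM, SD, n = 4 per group; log2 fold change -0.93, adjusted p = 0.0084). *Axl*, *Fscn1*, *Stmn1* and *Top2a* had log2 fold changes of -0.43, -0.82, -1.13 and -1.99 and did not pass that threshold (adjusted p = 0.17, 0.062, 0.087 and 0.079 from limma). *Top2a* was at 17.9, 28, 11.6 and 120.3 CPM in *Xinβ* KO replicates 1 to 4, where the WT hearts had 120.0 ± 17.3 CPM (SD, n = 4).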

Using qRT-PCR assays, we confirmed downregulation of YAP pathway genes in *Xinβ*^KO^ hearts (Fig. 1g).

**Fig. 1:**
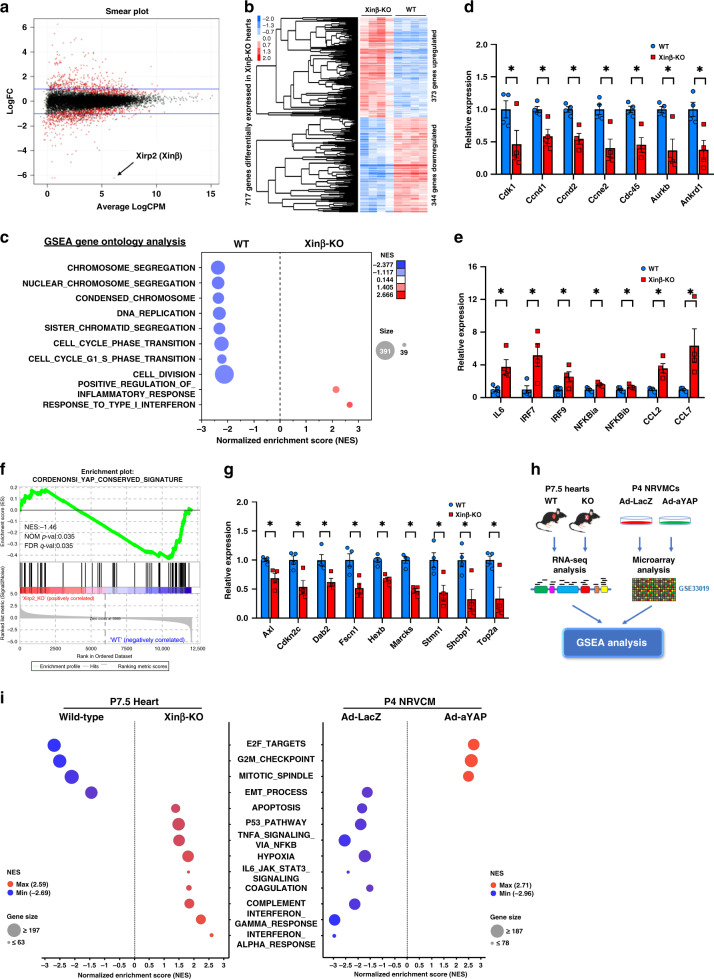
Loss of *Xinβ* results in alteration of the Hippo-YAP signaling pathway in the heart. **a** Smear plot showing the log fold change and average abundance of each gene. Differentially expressed genes are marked red; the expression of *Xinβ* (also called *Xirp2*) is among the mostly downregulated in P7.5 (day 7.5) *Xinβ*^KO^ hearts; **b** hierarchical clustering heatmap of differentially expressed genes; **c** gene set enrichment analysis (GSEA) with gene ontology gene-sets reveals molecular pathways related to cell proliferation and inflammation dysregulated in P7.5 *Xinβ*^KO^ hearts; **d** qRT-PCR of cell-cycle-related genes in P7.5 *Xinβ*^KO^ and control hearts. *N* = 4 biologically independent samples, *P < 0.05. **e** qRT-PCR of genes related to immune and inflammatory response in P7.5 *Xinβ*^KO^ and control hearts. *N* = 4 biologically independent samples, *P < 0.05. **f** Enrichment plot showing downregulation of the YAP-conserved pathway; **g** qRT-PCR of YAP pathway genes in P7.5 *Xinβ*^KO^ and control hearts. *N* = 4 biologically independent samples, *P < 0.05. **h** Workflow of comparative analysis of dysregulated genes between *Xinβ*^KO^ hearts and Ad-*YAP* cardiomyocytes; **i** GSEA with MSigDB Hallmark gene sets (v 6.2) displaying differentially regulated pathways between *Xinβ*^KO^ hearts and Ad-*aYAP* cardiomyocytes.

### Inverted gene expression regulated by *Xinβ* mutation and YAP overexpression

The finding that the YAP pathway was dysregulated in *Xinβ*^KO^ hearts raised the possibility that Xinβ controls cardiac gene expression and cardiac function through regulation of the Hippo-YAP pathway. We reasoned that the top upregulated and downregulated genes in *Xinβ*^KO^ hearts would also be affected in YAP gain- or loss-of-function cardiomyocytes. To this end, we compared the transcriptome signatures generated from the *Xinβ*^KO^ hearts with those generated from YAP-overexpressing cardiomyocytes^17^ (Fig. 1h). Indeed, scatter plot analysis revealed differential gene expression in *Xinβ*^KO^ hearts vs. YAP-overexpressing cardiomyocytes (Fig. 1i). This observation is further supported by GSEA analysis, which showed that similar functional terms were enriched in *Xinβ*^KO^ upregulated and downregulated genes because of *YAP* overexpression, and vice versa (Fig. 1i). In particular, we found that genes related to “E2F targets, G2M checkpoint, and mitotic spindle”, the top downregulated GO term in *Xinβ*^KO^ hearts, was among the significant GO terms for upregulated genes in *YAP*-overexpressing cardiomyocytes (Fig. 1i and Supplementary Fig. 1a). *YAP*-induced expression of cell-cycle-related genes was confirmed by qRT-PCR (Supplementary Fig. 1b). Conversely, the GO term “interferon-alpha response, interferon-gamma response,” among the most enriched for upregulated genes in *Xinβ*^KO^ hearts, was among the most strongly enriched for downregulated genes in *YAP*-overexpressing cardiomyocytes (Fig. 1i and Supplementary Fig. 1c). We also confirmed *YAP*-induced downregulation of these innate immune response genes by qRT-PCR (Supplementary Fig. 1d). These results indicate that Xinβ is involved in the regulation of cardiomyocyte proliferation and inflammatory responses, likely by modulating the expression and function of the YAP signaling pathway.

### Decreased cardiomyocyte proliferation in *Xinβ* mutant mice

The above results suggest that Xinβ regulates cardiomyocyte proliferation in developing hearts. Indeed, we found reduced cardiomyocyte proliferation/nuclear division in *Xinβ*^KO^ hearts, as demonstrated by decreased levels of EdU (5-ethynyl-2′-deoxyuridine) incorporation (Fig. 2a) and phosphorylated histone H3 (pH3) (Fig. 2b), consistent with our prior report^4^. *Xinβ*^KO^ hearts were substantially smaller at P7.5 when compared with littermate controls (Fig. 2c). There was an overall reduction of ventricle wall thickness and the size of the ventricular chamber, without any obvious fibrosis (Fig. 2d). In addition to the proliferation defect, we observed an increase in apoptosis in postnatal *Xinβ*^KO^ hearts (Supplementary Fig. 2a, b), and increased expression of genes related to apoptosis (Supplementary Fig. 2c). In contrast, Ad-*YAP* overexpression reduced apoptotic gene expression in cardiomyocytes (Supplementary Fig. 2d).

**Fig. 2:**
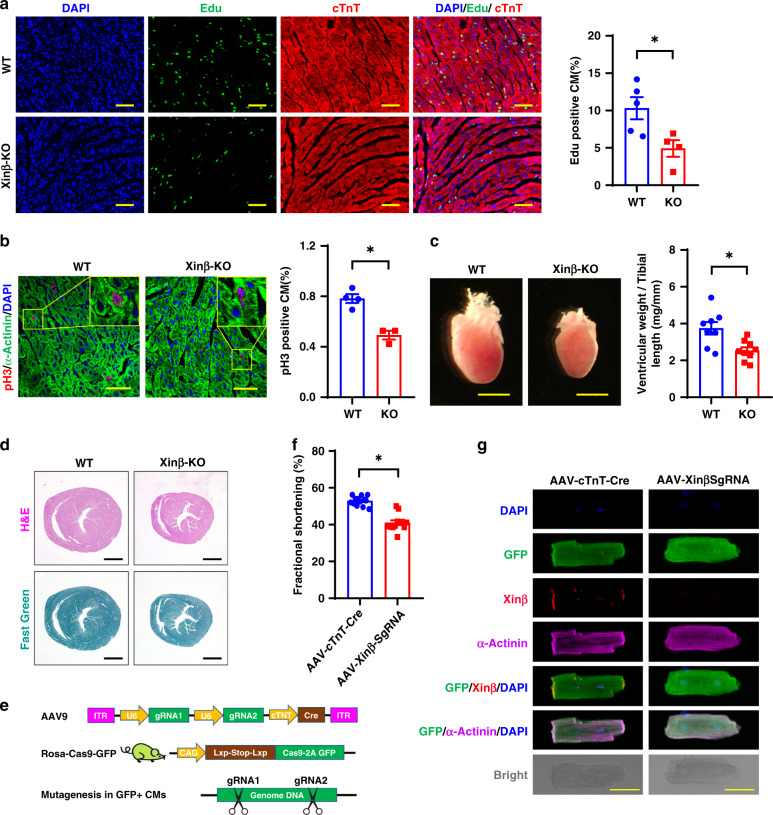
Decreased cardiomyocyte proliferation in *Xinβ*^KO^ hearts. **a** Edu incorporation in P7.5 *Xinβ*^KO^ and control hearts. DAPI marks nuclei, cTnT labels cardiomyocytes. Quantification in right panel. Scale bars = 100 µm. *N* = 4 and 5 biologically independent samples, respectively, *P < 0.05. **b** pH3 staining of P7.5 *Xinβ*^KO^ and control hearts. DAPI marks nuclei, α-actinin labels cardiomyocytes. Quantification in right panel. Scale bars = 40 µm. *N* = 4 and 3 biologically independent samples, respectively, *P < 0.05. **c** Heart morphology (left panel) and ventricle weight vs. tibial length ratio (right panel) of P7.5 *Xinβ*^KO^ and control hearts. Scale bars = 2 mm. *N* = 9 and 8 biologically independent samples, respectively,*P < 0.05. **d** Hematoxylin and eosin (red) and Fast Green (green) staining of p7.5 *Xinβ*^KO^ and control hearts. Scale bars = 1 mm. **e** AAV9-based CRISPR/Cas9 strategy to mutate the *Xinβ* gene in postnatal mouse hearts; **f** percent fractional shortening (FS) change in 4-week-old AAV-*cTnT-Cre and* AAV-*Xinβ-sgRNA*-treated mice. *N* = 13 and 12 biologically independent samples, respectively, *P < 0.05. **g** Morphology and immunostaining of isolated cardiomyocytes from hearts of adult *Xinβ*^KO^ and control mice. Scale bars = 50 µm.

Global *Xinβ*^KO^ mutant mice die postnatally due to cardiac defects; therefore, we asked whether loss of Xinβ in cardiomyocytes at a later stage would lead to a similar phenotype. We used our recently reported adeno-associated virus serotype 9 (AAV9)-mediated CRISPR/Cas9 somatic mutagenesis platform^20,21^ to inactivate *Xinβ* in postnatal cardiomyocytes. Our previous study demonstrated that high-dose AAV9-mediated ablation of an essential gene resulted in lethal heart failure^20^. We injected neonatal Rosa^Cas9GFP/Cas9GFP^ mice with AAV9 carrying a *cTNT*-promoter-driven *Cre*, which activates Cas9 expression in cardiomyocytes from the *Rosa* locus, together with two U6 promoter-driven guide RNAs (gRNAs), designed to specifically target mouse *Xinβ* (referred to as AAV-*Xinβ*^sgRNA^). As a control, we injected AAV-*cTNT-Cre* without gRNA (Fig. 2e and Supplementary Fig. 3a). A neonatal administration of AAV-*cTNT-Cre* or AAV-*Xinβ*^sgRNA^ transduced 80% of cardiomyocytes as determined by GFP expression in the heart (Supplementary Fig. 3b). We confirmed >80% reduction of *Xinβ* mRNA expression in mouse hearts after AAV-*Xinβ*^sgRNA^ injection (Supplementary Fig. 3c). Immunostaining indicated that Xinβ was not detected in GFP-positive cardiomyocytes (Supplementary Fig. 3d). Unlike global *Xinβ*^KO^ mice, which all died prior to weaning, AAV-*Xinβ*^sgRNA^-injected mice lived to adulthood (Supplementary Fig. 3e). Echocardiography showed that AAV-*Xinβ*^sgRNA^-treated mice had modestly reduced cardiac function at 1–6 months of age (Fig. 2f and Supplementary Fig. 3f). We isolated cardiomyocytes from AAV-*Xinβ*^sgRNA^-injected hearts and found cardiomyocytes without Xinβ immunoreactivity appeared to have normal morphology and sarcomere organization (Fig. 2g). Together, these results indicate that loss of Xinβ does not affect the morphology of adult cardiomyocytes, while it is required for neonatal cardiomyocyte proliferation.

### Cardiac *YAP*^S127A^ overexpression rescues *Xinβ*^KO^ defects

We hypothesized that YAP mediates the function of Xinβ in the heart to regulate cardiomyocyte proliferation and cardiac function. We used AAV9 to overexpress Flag-tagged *YAP* (3XFLAG-*YAP* [S127A]—referred to as AAV-*YAP*^S127A^ (or *aYAP* in the figures) in which the inhibitory Hippo phosphorylation site serine 127 is mutated to alanine^19^) in cardiomyocytes. Consistent with our previous report^19^, AAV-*YAP*^S127A^ was predominantly localized in the nuclei of cardiomyocytes (Supplementary Fig. 4a). We administered AAV-*YAP*^S127A^ or AAV-*GFP* control to *Xinβ*^KO^ or control mice at P1 (Fig. 3a). Remarkably, almost 40% of the AAV-*YAP*^S127A^-treated *Xinβ*^KO^ mice (hereafter referred to as *Xinβ*^KO^/*YAP*^S127A^ mice) survived to adulthood; in sharp contrast, all control AAV-*GFP-*injected *Xinβ*^KO^ mice died before 20 days of age (Fig. 3b). The gross morphology of the rescued *Xinβ*^KO^/*YAP*^S127A^ mice was comparable to that of control mice (Fig. 3c). Furthermore, the morphology, histology, and function of *Xinβ*^KO^/*YAP*^S127A^ hearts were indistinguishable from their littermate controls (Fig. 3d, e and Supplementary Fig. 4b). As we described previously^18,19,22^, *YAP*^S127A^ overexpression was well tolerated in wild-type (WT) mice and did not significantly alter their cardiac function (Supplementary Fig. 4b).

**Fig. 3:**
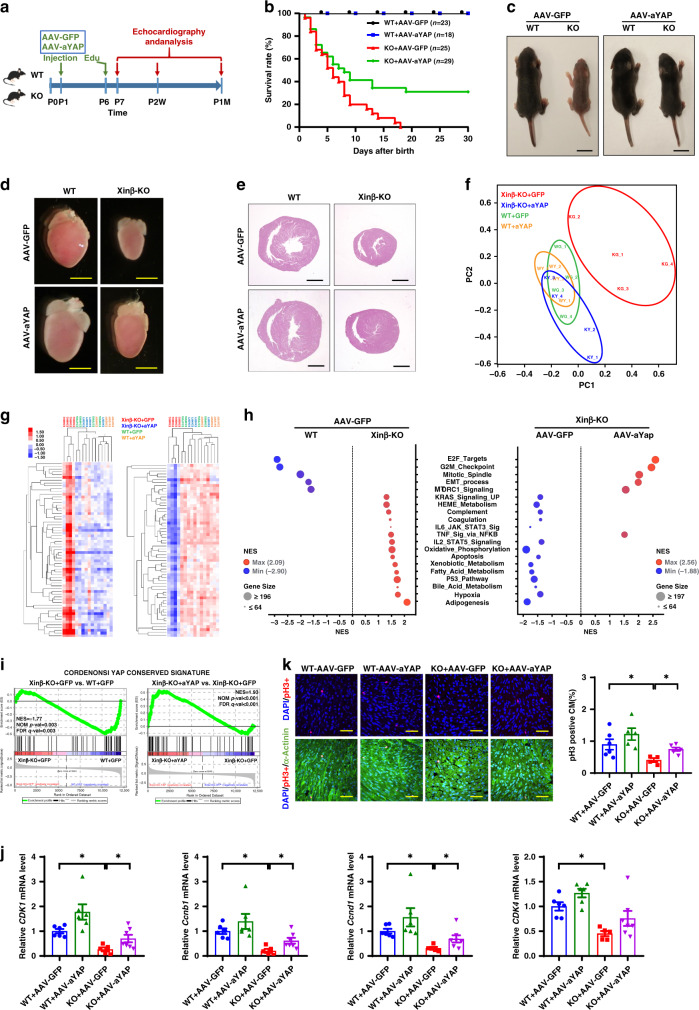
Heart-specific *YAP*^S127A^ overexpression rescues cardiac defects in *Xinβ*^KO^ mice. **a** Diagram of the workflow. **b** Survival curve of WT and *Xinβ*^KO^ mice injected with AAV-*aYAP* (*YAP*^S127A^) or control AAV-*GFP*. **c** Gross morphology of P7.5 WT and *Xinβ*^KO^ mice injected with AAV-*aYAP* or control AAV-*GFP*. Scale bars = 1 cm. **d** Heart gross morphology and, **e** histology, of P7.5 WT and *Xinβ*^KO^ mice injected with AAV-*aYAP* or control AAV-*GFP*. Scale bars = 2 mm (**d**) and 1 mm (**e, f**). Principal component analysis of all expressed genes in P7.5 WT and *Xinβ*^KO^ mice injected with AAV-*aYAP* or control AAV-*GFP*. **g** Hierarchical clustering heatmap of differentially expressed genes. **h** Gene set enrichment analysis (GSEA) of differentially regulated pathways P7.5 WT and *Xinβ*^KO^ mice injected with AAV-*YAP* or control AAV-*GFP*. **i** Enrichment plot of rescued YAP-conserved signatures in *Xinβ*^KO^ hearts injected with AAV-*aYAP*. **j** qRT-PCR of cell-cycle-related genes in the hearts of WT and *Xinβ*^KO^ mice injected with AAV-*aYAP* or control AAV-*GFP*. *N* = 6 or 7 biologically independent samples, *P < 0.05. **k** pH3 staining of hearts from P7.5 *Xinβ*^KO^ and control mice injected with AAV-*aYAP* or control AAV-*GFP*. DAPI marks nuclei, α-actinin labels cardiomyocytes. Quantification in right panel. Scale bars = 40 µm. *N* = 5 or 6 biologically independent samples, *P < 0.05.

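The injected hearts came from 4 groups of 4 mice at postnatal day 7.5, which had received AAV-*GFP* or AAV-*YAP* S127A on postnatal day 1, and were sequenced in 150 bp paired-end reads. The libraries held between 16682014 and 18810557 reads on genes in *Xinβ* KO/*GFP* hearts (median 17701004), 16645760 to 17566537 in *Xinβ* KO/*YAP* S127A hearts (median 16874562), 16209797 to 19444404 in WT/*GFP* hearts (median 17380514) and 15015038 to 17942546 in WT/*YAP* S127A hearts (median 15823862). The deposited values were of the same kind as those of the uninjected hearts, and one limma model with a mean for each group was fitted to the 14597 of 15327 listed genes with more than 1 CPM in at least 8 of the 16 libraries. *Xirp2* was at 0.497, 0.327, 0.176 and 0.22 CPM in *Xinβ* KO/*GFP* replicates 1 to 4 and at 0.789, 0.117, 0.972 and 0 CPM in *Xinβ* KO/*YAP* S127A hearts. It was at 103, 99, 115 and 149 CPM in WT/*GFP* hearts and 93.8, 90.5, 81.6 and 56 CPM in WT/*YAP* S127A hearts. *Yap1* (ENSMUSG00000053110) of the mouse was counted, which does not measure the transgene, as the vector carries human *YAP* and the reads were aligned to the mouse genome. It was at 89 ± 5.07 CPM in *Xinβ* KO/*GFP*, 87.2 ± 4.58 in *Xinβ* KO/*YAP* S127A, 87.7 ± 2.76 in WT/*GFP* and 84.5 ± 2.84 in WT/*YAP* S127A hearts (SD, n = 4). Its log2 fold change between WT/*YAP* S127A and WT/*GFP* hearts was -0.05 (adjusted p = 0.93, limma with Benjamini-Hochberg adjustment).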

To better understand the molecular mechanisms by which activated YAP rescued *Xinβ*^KO^ defects in the heart, we performed RNA-seq on postnatal day 7.5 (P7.5) *Xinβ*^KO^/*YAP*^S127A^ and control (WT/*GFP*; WT/*YAP*^S127A^; *Xinβ*^KO^/*GFP*) hearts. Principal component analysis (PCA) showed that the transcriptome of *Xinβ*^KO^ hearts clearly segregated from the other groups (Fig. 3f). 

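In a PCA of log2(CPM + 1) over the 14597 tested genes, PC1 held 28.3% and PC2 13.5% of the variance. The PC1 scores of the *Xinβ* KO/*GFP* hearts lay between 16.0 and 56.2 (mean 34.2 ± 18.7, SD, n = 4). Those of the other 12 hearts lay between -15.1 and -7.86. The mean difference was 45.7 (exact permutation test over 1820 divisions, two-sided, p = 5.5e-04). With each library left out in turn, it stayed between 43.3 and 51.9.

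**Figure D2:**
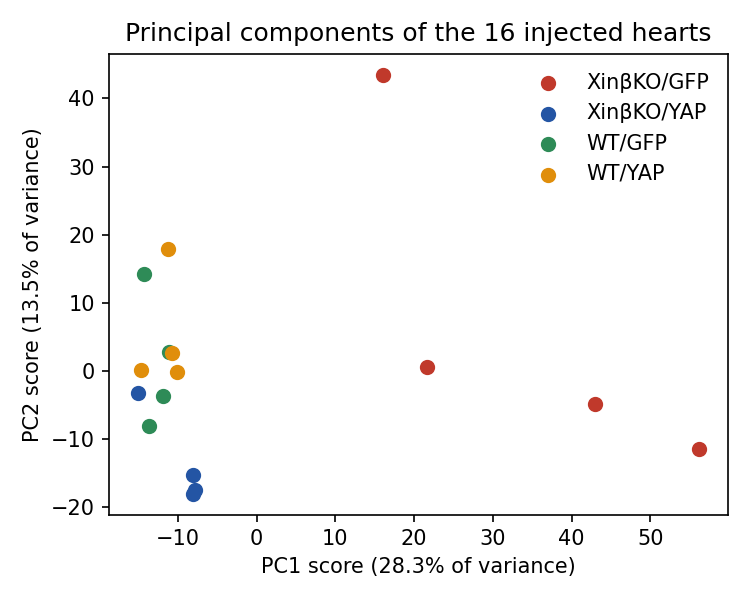
PC1 and PC2 scores of the 16 injected hearts, with the share of the variance on each axis and colours for the 4 groups. The 4 *Xinβ* KO/*GFP* hearts lie at PC1 scores from 16.0 to 56.2, and the other 12 lie below 0.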

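Between *Xinβ* KO/*GFP* and WT/*GFP* hearts, 1993 of 14597 genes had an adjusted p-value under 0.05 in limma, 939 higher and 1054 lower. Between *Xinβ* KO/*YAP* S127A and *Xinβ* KO/*GFP* hearts, 2156 genes did, 1146 higher and 1010 lower. Between *Xinβ* KO/*YAP* S127A and WT/*GFP* hearts, 3 genes did, where 888 genes had an unadjusted p-value under 0.05. Among those called were *Xirp2* (log2 fold change -6.36, adjusted p = 2.3e-11) and *Clca3a1* (log2 fold change -0.85, adjusted p = 0.032). On PC1, the *Xinβ* KO/*YAP* S127A hearts differed from WT/*GFP* hearts by 2.92 (exact permutation test, p = 0.23) and from WT/*YAP* S127A hearts by 1.88 (exact p = 0.40). On PC2, *Xinβ* KO/*YAP* S127A hearts lay between -18 and -3.26, WT/*GFP* hearts between -7.98 and 14.3 and WT/*YAP* S127A hearts between -0.132 and 17.9, so *Xinβ* KO/*YAP* S127A and WT/*YAP* S127A hearts did not overlap on it. *Xinβ* KO/*GFP* hearts lay between -11.5 and 43.4 on PC2, with replicate 2 at 43.4 and replicate 3 next at 0.668. What PC2 reflects was not tested. In WT hearts, AAV-*YAP* S127A changed no gene at an adjusted p-value under 0.05, and 1011 genes had an unadjusted p-value under 0.05. WT/*YAP* S127A replicates 2 to 4 and WT/*GFP* replicate 3 carried both of the sex-linked genes *Xist* and *Ddx3y*. Mixing of samples is therefore left open for them.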

Overexpression of *YAP*^S127A^ normalized the gene expression of *Xinβ*^KO^/*YAP*^S127A^ so that it overlapped with the other control groups (Fig. 3f). 

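The 1044 genes called in uninjected hearts were followed in the injected hearts, where 988 of them were tested. Each gene was signed by its change in uninjected hearts. In *Xinβ* KO/*GFP* against WT/*GFP* hearts, their mean signed change was 0.74 on the log2 scale (exact permutation test, two-sided, p = 0.029), and 954 of 988 moved in the same direction. In *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts it was -0.72 (exact p = 0.029), with 948 genes moving in the opposite direction. Between *Xinβ* KO/*YAP* S127A and WT/*GFP* hearts the mean signed change was 0.02 (exact p = 0.60). Among the alternatives tried, restricting the genes to an absolute log2 fold change of at least 1 moved the first of these most, to 1.15. Of the 1993 genes called between *Xinβ* KO/*GFP* and WT/*GFP* hearts, 1989 changed in the opposite direction between *Xinβ* KO/*YAP* S127A and *Xinβ* KO/*GFP* hearts and 1398 were called there. These 2 comparisons share the *Xinβ* KO/*GFP* libraries, so their changes are not independent. The paper's supplement lists 63 genes as upregulated in *Xinβ* KO/*GFP* hearts and rescued, of which 61 were tested. All 61 were called in the *Xinβ* KO/*GFP* comparison and 49 in the *Xinβ* KO/*YAP* S127A comparison. Of the 58 genes listed as downregulated and rescued, 54 and 49 were called. None of the listed genes was called between *Xinβ* KO/*YAP* S127A and WT/*GFP* hearts, where their median log2 fold change was 0.17 for the upregulated and -0.00388 for the downregulated list. The paper chose these genes as changed and rescued in the same libraries, so their values describe the lists and test nothing further.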

The normalization of gene expression was further demonstrated by hierarchical clustering of differentially expressed genes, which showed that genes upregulated and downregulated in *Xinβ*^KO^ hearts became indistinguishable from controls in *Xinβ*^KO^/*YAP*^S127A^ hearts (Fig. 3g). GSEA revealed that the functional categories of E2F targets, G2M checkpoint, and mitotic spindle were completely restored in *Xinβ*^KO^/*YAP*^S127A^ hearts, while genes related to Bile acid metabolism, fatty acid metabolism, adipogenesis, and others found to be upregulated in *Xinβ*^KO^ hearts were repressed in Xinβ^KO^/*YAP*^S127A^ hearts (Fig. 3h). 

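The mean log2(CPM + 1) over the 54 G2/M genes changed by -1.02 in *Xinβ* KO/*GFP* against WT/*GFP* hearts (exact permutation test, two-sided, p = 0.029) and by 0.81 in *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts (exact p = 0.057). Over the 43 S-phase genes, the changes were -0.56 (exact p = 0.029) and 0.39 (exact p = 0.11). Between *Xinβ* KO/*YAP* S127A and WT/*GFP* hearts, the change that remained was -0.20 for the G2/M genes (exact p = 0.057) and -0.17 for the S-phase genes (exact p = 0.029). Over 80 tested genes of the Reactome set of fatty acid, triacylglycerol and ketone body metabolism, the change was 0.08 in *Xinβ* KO/*GFP* against WT/*GFP* hearts (exact p = 0.26) and -0.04 in *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts (exact p = 0.57). Among the Reactome sets tested, 137 passed an adjusted p-value of 0.05 in fgsea for *Xinβ* KO/*GFP* against WT/*GFP* hearts and 156 for *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts. As many sets passed in 6 and 3 of the 8 divisions of the libraries that separate all same-numbered hearts. Mitotic Prometaphase had normalized enrichment scores of -3.07 and 2.71, and 1 and 2 of the 8 divisions gave one as large, the real one included. Bile acid metabolism and adipogenesis sets were not analysed here.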

While the “YAP-conserved signature” was highly enriched for genes downregulated in *Xinβ*^KO^/*GFP* compared to WT/*GFP*, it was strongly enriched for genes upregulated in *Xinβ*^KO^/*YAP*^S127A^ compared to *Xinβ*^KO^/*GFP* (Fig. 3i). 

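The YAP pathway genes of Fig. 1g changed by a mean of -0.87 on the log2 scale in *Xinβ* KO/*GFP* against WT/*GFP* hearts, relative to all tested genes (exact permutation test, two-sided, p = 0.029). In *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts they changed by 0.73 (exact p = 0.029). With the median over the genes in place of the mean, that change was 0.70 (exact p = 0.057). *Axl* was at 77.8 ± 12.4 CPM in *Xinβ* KO/*GFP*, 111 ± 5.24 in WT/*GFP* and 118 ± 6.23 in *Xinβ* KO/*YAP* S127A hearts (SD, n = 4), with log2 fold changes of -0.53 (adjusted p = 0.0023) and 0.61 (adjusted p = 7.3e-04) from limma. *Top2a* changed by -1.51 (adjusted p = 0.0057) and then 1.35 (adjusted p = 0.011). *Stmn1* changed by -0.96 (adjusted p = 0.012) and 0.56 (adjusted p = 0.12), the second not past the threshold. Between *Xinβ* KO/*YAP* S127A and WT/*GFP* hearts, these genes changed by -0.14 (exact p = 0.086). In WT hearts, AAV-*YAP* S127A changed them by -0.01 (exact p = 0.91). The paper states that *YAP* S127A normalized gene expression in *Xinβ* KO hearts, from the PCA and the clustering of differentially expressed genes.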

Specifically, expression of cell proliferation and apoptosis genes was corrected in *Xinβ*^KO^/*YAP*^S127A^ hearts (Fig. 3j and Supplementary Fig. 4c, d). Consistent with the expression profile, we found that *YAP*^S127A^ overexpression was sufficient to attenuate cardiomyocyte proliferation defects observed in *Xinβ*^KO^ hearts (Fig. 3k and Supplementary Fig. 4e, f). Together, our data show that an active form of YAP (i.e., *YAP*^S127^) is sufficient to rescue defects found in *Xinβ*^KO^ mice, supporting the conclusion that YAP functions downstream of Xinβ to regulate cardiac gene expression and function.

To further confirm the function of Xinβ in cardiomyocyte proliferation and the involvement of YAP in this process, we knocked down Xinβ in primary neonatal rat ventricular cardiomyocytes (NRVMs). As expected, inhibition of Xinβ reduced cardiomyocyte proliferation, marked by the reduction in EdU incorporation and pH3 staining (Supplementary Fig. 5a, b). Adenovirus-mediated overexpression of active YAP (Ad-*YAP*^S127A^) enhanced WT cardiomyocyte proliferation (Supplementary Fig. 5a, b) and completely rescued the proliferation defect caused by Xinβ knockdown (Supplementary Fig. 5). The expression of cell-cycle regulatory genes was lower in Xinβ knockdown cardiomyocytes and normalized in rescued cardiomyocytes (Supplementary Fig. 5c). These data, together with the above in vivo studies, suggest that YAP functions downstream of Xinβ to regulate cardiomyocyte proliferation.

### Xinβ interacts with YAP pathway component NF2

Next, we asked how Xinβ regulates the Hippo-YAP pathway. In particular, we tested whether loss of Xinβ protein alters the expression level and/or subcellular location of the Hippo-YAP signaling proteins in the heart. Among the components of the Hippo-YAP pathway tested, we found that the expression of phosphorylated neurofibromin 2 (P-NF2) was reduced in P7.5 *Xinβ*^KO^ hearts, whereas total NF2 (T-NF2) protein was not altered (Fig. 4a, b). In contrast, phosphorylated YAP (P-YAP) protein was increased and total YAP was unaffected in *Xinβ*^KO^ hearts (Fig. 4a, b). Decreased P-NF2 protein was confirmed by lower P-NF2 immunoreactivity in P7.5 *Xinβ*^KO^ hearts compared with controls (Fig. 4c). It has been well documented that activation of the Hippo pathway kinase cascade results in phosphorylation of YAP protein, leading to its degradation and reduction in nuclear levels^11,13^. We examined the cellular location of YAP proteins and found that loss of Xinβ decreased YAP nuclear localization in cardiomyocytes (Fig. 4d). These results are consistent with the findings that loss of Xinβ results in decreased YAP target gene expression (Fig. 1f, g) and cardiomyocyte proliferation (Fig. 2a, b).

**Fig. 4:**
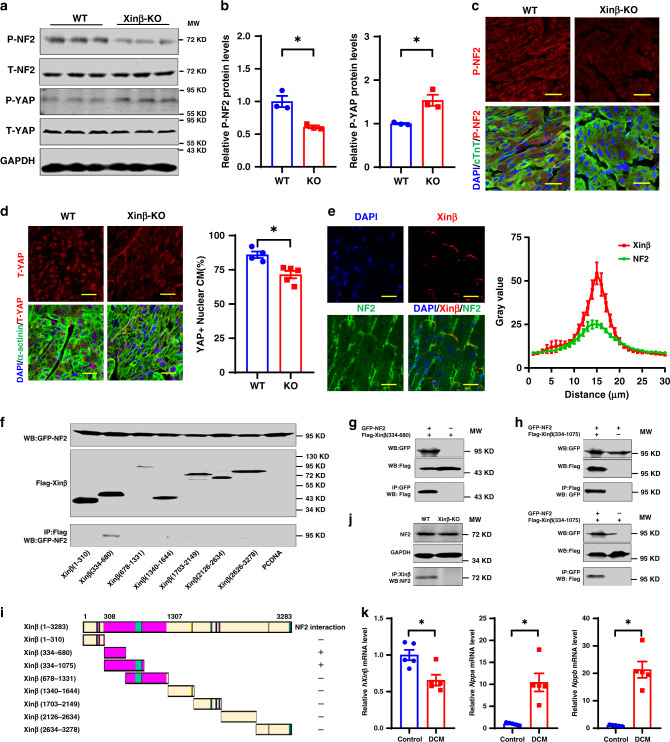
Xinβ interacts with NF2 to modulate the Hippo-YAP signaling in the heart. **a** Western blots of indicated proteins using heart samples from P7.5 *Xinβ*^KO^ and control mice. **b** Quantification of p-NF2 and p-YAP protein levels in P7.5 *Xinβ*^KO^ and control hearts. *N* = 3 biologically independent samples, *P < 0.05. **c** Immunohistochemistry detecting p-NF2 in P7.5 *Xinβ*^KO^ and control hearts. DAPI marks nuclei, cTnT labels cardiomyocytes. Scale bars = 20 µm. **d** Immunohistochemistry detecting total YAP (t-YAP) in P7.5 *Xinβ*^KO^ and control hearts. DAPI marks nuclei, α-actinin labels cardiomyocytes. Scale bars = 20 µm. Quantification of nuclear located YAP-positive cardiomyocytes is shown in the right panel. *N* = 5 and 4 biologically independent samples, respectively, *P < 0.05. **e** Immunohistochemistry detecting NF2 and Xinβ expression in the intercalated discs of adult cardiomyocytes. Scale bars = 20 µm. Quantification is presented in the right panel. *N* = 11 biologically independent samples, Data are presented as mean values ± SEM. **f** Co-immunoprecipitation assays detecting interactions between GFP-tagged NF2 and Flag-tagged Xinβ protein fragments. 5% cell lysate was used as input to demonstrate the expression of tagged proteins. **g** Co-immunoprecipitation assay detecting the interaction between GFP-tagged NF2 and Flag-tagged Xinβ protein fragment (amino acids 334-680). Five percent cell lysate was used as input to demonstrate the expression of tagged proteins. **h** Co-immunoprecipitation assays detecting the interaction between GFP-tagged NF2 and Flag-tagged Xinβ protein fragment (amino acids 334-1075) using antibodies to Flag (top) and GFP (bottom). Five percent cell lysate was used as the input to demonstrate the expression of tagged proteins. **i** Summary of the Xinβ domains that interact with NF2. **j** Interaction of endogenous Xinβ with NF2 protein. **k** qRT-PCR of human *Xinβ* (*hXinβ*) and cardiomyopathy marker genes *NPPA* and *NPPB* in heart samples from dilated cardiomyopathy (DCM) and control patients. *N* = 5 biologically independent samples, *P < 0.05.

NF2 protein has been reported to be located in the cell membrane, cytoplasm, and nucleus of cardiomyocytes^23^. We examined the subcellular location of NF2 in cardiomyocytes and found it was predominantly located on the cell membrane. At ICDs of adult cardiomyocytes, it co-localized with Xinβ (Fig. 4e). We then asked whether NF2 and Xinβ proteins interact. Co-immunoprecipitation (Co-IP) assays with epitope-tagged proteins showed Xinβ forms a complex with NF2, and that this interaction requires a domain of Xinβ between amino acid residues 384 and 680 (Fig. 4f). We confirmed this interaction by co-immunoprecipitating either epitope-tagged Xinβ or NF2 and using an independent, overlapping Xinβ fragment (Fig. 4g–i) as well as showing endogenous Xinβ interacted with NF2 in WT, but not *Xinβ*^KO^ hearts (Fig. 4j).

Given that loss of *Xinβ* results in severe cardiac defects in mice, we asked whether the expression of human *Xinβ* (h*Xinβ*) is altered in cardiovascular disease. In the hearts of dilated cardiomyopathy (DCM) patients, h*Xinβ* transcript was reduced (Fig. 4k). Consistent with this observation, expression of cardiomyopathy marker genes *NPPA* and *NPPB* were dramatically induced in the hearts with DCM (Fig. 4k). Together, these results indicate that dysregulation of h*Xinβ* expression is associated with human cardiac disease.

## Discussion

The ICD is a unique structure that is important for cardiomyocyte communication, heart development, and cardiac function^1^. Genetic studies have revealed that mutations in genes encoding many of the ICD proteins are associated with human heart diseases^25,26^. In addition, numerous studies have shed light on the development and maturation of the ICD. Of particular relevance to the present study, the developmental expression and intracellular location of Xinα and Xinβ in neonatal and adult hearts has been described^6,24^. These studies showed maturation of the ICD was prevented in neonatal cardiomyocytes from Xinβ-deficient mouse hearts, as evidenced by the failure of the adherens junction protein N-cadherin to reorganize from the lateral surface of cardiomyocytes to their terminus.

Our current loss of function and rescue studies establish that the ICD-associated protein Xinβ is required for postnatal cardiomyocyte proliferation, which is likely mediated by the Hippo-YAP pathway in the heart. We observed that a substantial portion of *Xinβ*^KO^ mice was rescued to adulthood by neonatal delivery of active YAP (AAV-*YAP*^S127A^). One of the reasons for the partial rescue is likely due to the need to rapidly express *YAP*^S127A^ to fully overcome the cardiac defects due to loss of Xinβ. AAV-mediated gene expression increases over several days following vector delivery and the level required for functional rescue may not have been achieved in mice that were not completely rescued. Alternatively, active YAP may only partially mediate the function of Xinβ in postnatal mouse hearts, and other unidentified molecular pathways may be involved. Given the fact that rescued *Xinβ*^KO^ mice display a spectrum of phenotypes, including normalization of cardiac function and gene expression, we believe that we could achieve a full rescue if YAP expression was initiated at an earlier time.

Extensive studies have recently established important roles of the Hippo-YAP signaling pathway in heart development, regeneration, and cardiomyopathy^15,18^. Using gain- and loss-of-function genetic models, it was shown that the Hippo-YAP signaling pathway components Mst1/2, Sav1, Lats1/2, NF2, and downstream transcriptional regulators YAP and Tead1 regulate cardiac gene expression, cardiomyocyte proliferation, and cardiac disease status^14,27,28^. Interestingly, a recent study showed that YAP can be recruited by dystrophin and sequestered to the cell membrane of cardiomyocytes, leading to inhibition of cardiomyocyte proliferation^16^. These findings indicate that it is possible that YAP is recruited by Xinβ to the ICD, resulting in inhibition of the Hippo-YAP signaling pathway. Precisely how Xinβ and the ICD modulate the Hippo-YAP signaling pathway remains to be fully understood.

The present studies demonstrate that Xinβ interacts with NF2 and that the loss of Xinβ results in a reduction of phosphorylated NF2, but not T-NF2 protein. These observations suggest that Xinβ potentially acts as a scaffold to recruit NF2 and mediate its phosphorylation near the surface of cardiomyocytes. As a consequence of Xinβ loss and decreased quantities of phosphorylated NF2, the protein levels of P-YAP increase in the *Xinβ*^KO^ heart, leading to a decrease in nuclear YAP concentration in cardiomyocytes (Fig. 5). This mechanism appears to be different from that of a prior study where NF2 was reported to translocate to the nucleus, leading to repression of YAP-mediated gene expression in cardiomyocytes^23^. Therefore, the precise mechanism of Xinβ modulation of the Hippo-YAP pathway remains to be fully understood.

**Fig. 5:**
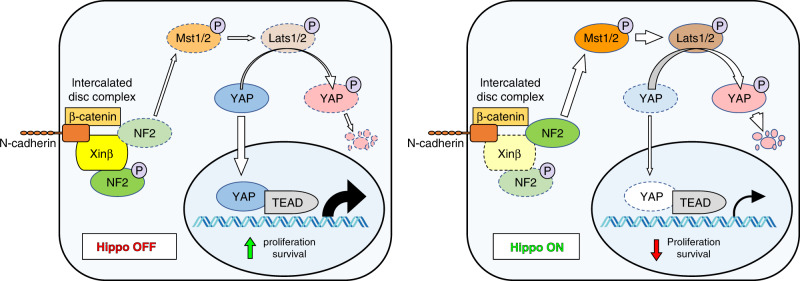
Model of Xinβ regulation of the Hippo-YAP signaling pathway in cardiomyocytes. Xinβ negatively modulates Hippo-YAP signaling by recruiting phosphorylated NF2 to the sarcolemmal membrane of cardiomyocytes, leading to the reduction of total NF2 protein, repression of Hippo signaling, and the activation of the downstream mediator YAP (left panel). Loss of Xinβ results in activation of Hippo signaling and a reduction of functional YAP levels, which reduces expression of downstream targets.

Our studies also associate the regulation of Xinβ with DCM in humans. While we found that hXinβ expression was reduced in DCM patient hearts, a recent study using a mouse model showed increases in expression of Xinα and Xinβ (Xirp1 and Xirp2)^29^. We speculate that this discrepancy may result from differences in disease stage because the sample collection time in the mouse study occurred 2 weeks after tamoxifen injection, which is considered to be relatively early in terms of the pathological progression of DCM. Clearly, the role of these proteins in the progression of cardiac disease warrants further investigation. At the same time, our studies establish that Xinβ is a tissue-specific, membrane-associated protein that regulates the Hippo-YAP signaling pathway to control heart development and our findings imply that Xinβ may be a novel therapeutic target for the treatment of cardiovascular diseases.

## Methods

### Human samples

Human samples were collected in accordance with the World Medical Association’s Declaration of Helsinki and procedures were approved by the Institutional Ethics Committee of the National Institute of Cardiovascular Diseases, Bratislava, Slovakia. The research described here complied with all relevant ethical regulations for work with human participants, and patients provided written informed consent prior to tissue collection. Left ventricle (LV) tissues were taken from patients with terminal-stage heart failure indicated for heart transplantation^30^. In brief, the patient’s heart was removed at the time of transplantation, and LV tissue was subsequently dissected and snap frozen in liquid nitrogen. We used LV samples from healthy hearts that were not implanted to serve as controls.

### Mouse strains

The research described here complied with all relevant ethical regulations for animal testing and research. All animal strains, procedures, and ethical considerations were approved by the Institutional Animal Care and Use Committee at Boston Children’s Hospital. 

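In the GENCODE M21 annotation of GRCm38, *Xirp2* lies on chromosome 2 from 67446002 to 67526614 on the plus strand, with 2 protein-coding transcripts. In transcript Xirp2-201, tagged as principal in the annotation, exon 6 spans 67507047 to 67507180 (134 bp) and exon 7 spans 67507909 to 67517173 (9265 bp) of 9 exons. A gene-level count does not show whether reads come from the exons outside the replaced segment.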

*Xinβ*-knockout mice (*Xinβ*^KO^) were created by constructing a targeting vector to replace portions of exon 6, intron 6, and a portion of exon 7 with a LacZ-Neor cassette^4^. The linearized targeting vector was electroporated into R1 embryonic stem (ES) cells at the University of Iowa Gene Targeting Facility. After selection, G418-resistant ES clones were screened for the presence of the targeted locus and positive clones were expanded and then micro-injected into C57BL6 blastocysts to generate chimera. Heterozygous mice were back-crossed to C57BL6 for at least seven generations and maintained in C57BL6 background. Rosa^Cas9GFP/Cas9GFP^ mice were acquired from the Jackson Laboratory (No.026175)^31^. 

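*Xist*, which is expressed from the inactive X chromosome of females, and *Ddx3y*, on the Y chromosome, were read in each library. *Xist* is not listed for the uninjected hearts. There, *Ddx3y* was at 21.7, 46, 56.2 and 3.68 CPM in *Xinβ* KO replicates 1 to 4 and at 45.4, 49.6, 47.8 and 39.5 CPM in WT replicates. In the injected hearts, *Ddx3y* was at 68.1, 0.588, 51.6 and 66.9 CPM in *Xinβ* KO/*GFP*, 88.9, 86.4, 0.915 and 0.229 in *Xinβ* KO/*YAP* S127A, 56.7, 54.2, 56.7 and 0.11 in WT/*GFP* and 60.7, 61.4, 8.61 and 49.7 in WT/*YAP* S127A replicates 1 to 4. *Xist*, in the same order, was at 3.97, 867.2, 15.5 and 1.93 CPM, 1.64, 1.99, 831.5 and 639.8 CPM, 1.43, 1.45, 97.1 and 938.0 CPM and 25.6, 69.5, 746.9 and 195.7 CPM. *Ddx3y* was under 1 CPM in 1 *Xinβ* KO/*GFP*, 2 *Xinβ* KO/*YAP* S127A, 1 WT/*GFP* and 0 WT/*YAP* S127A hearts.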

Studies with the *Xinβ*^KO^ strain used male mice and samples used for RNA-seq had an equal mixture of male and female samples in each group. The ages of the mice used in the studies are listed in the figure legends and text. All comparisons used littermates as controls.

### Echocardiography

Echocardiographic measurements were performed on mice using a Vevo 2100 Imaging System (Visual Sonics) with a 40-MHz MicroScan transducer (model MS-550D). Mice were anesthetized with isoflurane (2.5% isoflurane for induction and 0.1% for maintenance). Heart rate and LV dimensions, including diastolic and systolic wall thicknesses, LV end-diastolic and end-systolic chamber dimensions were measured from 2-D short-axis under M-mode tracings at the level of the papillary muscle. LV mass and functional parameters such as percentage of fractional shortening (FS%) and ejection fraction (EF%) were calculated using the above primary measurements and accompanying software^32^.

### Generation and administration of AAV9

*GFP* and 3Flag-h*YAP*^S127A^ were separately cloned into ITR-containing AAV plasmid (Penn Vector Core P1967) harboring the chicken cardiac TNT promoter, to get pAAV.*cTnT*:3*Flag*-h*YAP*^S127A^ and pAAV.*cTnT*:*GFP*. AAV9 was packaged in HEK293T cells with AAV9:Rep-Cap and pHelper (pAd deltaF6, Penn Vector Core), then purified and concentrated by gradient centrifugation^17,33^. AAV9 titer was determined by quantitative PCR. AAV9 virus (1 × 10^10^ viral genomes [vg]/g) was injected into postnatal day 1 *Xinβ*^KO^ pups or their control littermates with subcutaneous injection. Pup hearts were harvested at the age of postnatal day 7.5 for *Xinβ*^KO^ mice. For CASAAV-mediated *Xinβ* gene depletion, we designed two gRNAs using the GPP Web Portal (Broad Institute). The gRNA sequences were synthesized as single-stranded oligonucleotides, annealed, and inserted into AAVU6gRNA-U6gRNA-*cTNT*-*Cre* plasmids at SapI and Nhel sites. AAV9 was packaged in HEK293T cells and then purified and concentrated by gradient centrifugation. 5 × 10^10^-vg/g AAV was injected into Rosa^Cas9GFP/Cas9GFP^ mice P1 pups subcutaneously.

### Histology

Mouse heart tissues were dissected, rinsed with PBS, and fixed in 4% paraformaldehyde (pH 7.4) overnight. After dehydration through an ethanol series, samples were embedded in paraffin wax according to standard laboratory procedures.

Sections of 5 μm were stained with Hematoxylin and Eosin or further fixed with pre-warmed Bouin’s solution at 55 °C for 1 h and stained with Fast Green and Sirius Red as previously described^34^. The stained sections were used for routine histological examination by light microscopy and quantified with ImageJ software.

### Immunofluorescence

Mouse hearts were dissected, collected, and fixed in 4% PFA at 4 °C for 4 h. After washing in PBS, samples were treated in 30% sucrose for 12 h each and embedded in OCT. About 8-μm cryostat sections were collected on positively charged slides. Sections were washed in PBS, blocked in 5% serum/PBS, subjected to immunostaining with anti-mouse Xinβ (U1040) primary antibody overnight at 4 °C, and then washed three times with PBS buffer before adding IgG secondary antibodies conjugated to Alexa Fluor 488, 594, or 647 (ThermoFisher Scientific). Primary and secondary antibodies are listed in Supplementary Data 1 (Table 1). EdU was detected with the Click-iT EdU imaging kit (Invitrogen, C10339) as previously described^35^. TUNEL staining was performed using the ApopTag Peroxidase In Situ Apoptosis Detection Kit (Millipore, S7110)^19^. Fluorescently stained cells were counterstained with DAPI. Imaging was performed on a FV3000 confocal (Olympus) or BZ-X710 automated epi-fluorescent (Keyence) microscope.

### Cardiomyocyte culture

Neonatal rat ventricular myocytes (NRVMs) were isolated by enzymatic disassociation of 1-day-old rat hearts using the Neonatal Cardiomyocyte Isolation System (Cellutron Life Technology)^36^. Cardiomyocytes were pre-plated for 2 h to remove fibroblasts. Cells were then plated on 1% gelatin-coated plates in medium containing 10% horse serum and 5% fetal calf serum. For the treatment of siRNA, fifty 50 nM of siRNA targeting XIRP2 transcript (siXinβ) and control siRNA (Dharmacon) were transfected into cardiomyocyte by using Lipofectamine RNAiMAX transfection reagent. Six hours later, medium with transfection reagent was removed. Twenty-four hours after plating, cells were fed serum-free medium and infected with adenovirus (Ad-GFP for control and AdYAP1) at 25 MOI for 24 h.

### Isolation of cardiomyocytes from adult mice

Adult mouse cardiomyocytes were isolated by perfusing and digesting hearts with collagenase II (Worthington Biochemical Corp.)^37^. Dissociated cells (i.e., containing cardiomyocytes and non-myocytes) were allowed to sediment by gravity. The bottom layer contained adult cardiomyocytes, which were collected and fixed with 4% PFA for immunofluorescence staining.

### Reverse transcription and quantitative PCR analysis

Total RNAs were isolated using TRIzol reagent (ThermoFisher Scientific) from cells and tissue samples. For quantitative RT-PCR, 2-μg RNA samples were reverse-transcribed to cDNA by using random hexamers and MMLV reverse transcriptase (ThermoFisher Scientific) in a 20-μL reaction. In each analysis, 0.1-μL cDNA pool was used for quantitative PCR. Real-time PCR was performed using an ABI 7500 thermocycler with the Power SYBR Green PCR Kit (ThermoFisher, 4368702). The relative expression of interested genes is normalized to the expression of 18S rRNA or β-actin. Quantitative RT-PCR primers are listed in Supplementary Data 1 (Table 2).

### Western blot analysis

Protein lysates were prepared from heart tissues in RIPA buffer supplemented with proteinase and phosphatase inhibitors (ThermoFisher). Lysate samples were cleared by 10,000 *g* centrifugation for 10 min. Samples were subsequently analyzed by SDS/PAGE and transferred to PVDF membranes that were incubated with Odyssey Blocking Buffer (LI-COR) and primary antibody overnight at 4 °C and then washed three times with PBS buffer before adding IgG secondary antibody. GAPDH or β-tubulin were used as a loading control. Specific protein bands were visualized with the Odyssey imaging system. Antibodies are listed in Supplementary Data 1 (Table 1) and full scan blots are available in the Source Data.

### Co-IP assays

HEK293T cells were transiently transfected with plasmids using Lipofectamine 3000 (Life Technologies). Cells were harvested 48 h after transfection in lysis buffer composed of PBS containing 0.5% Triton X-100, 1-mM EDTA, 1-mM PMSF, and Complete Protease Inhibitor Cocktail Tablets (Sigma-Aldrich). After a brief sonication and removal of debris by centrifugation, proteins were precipitated with Anti-Flag, Anti-GFP antibodies, and protein A/G beads and analyzed by western blotting.

### RNA sequencing and data analysis

Total RNA from the cardiac ventricles of 7.5-day-old mice was isolated using TRIzol (ThermoFisher Scientific) and strand-specific poly A-selected libraries were generated with the TruSeq RNA Library Preparation Kit (Illumina). For the Xinβ-KO and WT experiment, the obtained libraries were combined in equimolar amounts and loaded on a single Illumina flow cell lane, followed by single-ended sequencing (SE50bp, TUCF genomic facility). For the AAV9-GFP or AAV9-*YAP*-injected Xinβ-KO and WT experiment, the obtained libraries were combined in equimolar amounts and loaded on a single Illumina flow cell lane, follow by paired-ended sequencing (PE150bp, GENEWIZ). FASTQ files were extracted and the TruSeq sequencing adapters and low-quality reads were removed from FASTQ files with Cutadapt v.2.3. The cleaned FASTQ files were quality checked using FastQC (Babraham Bioinformatics), then aligned to the mouse genome (Esembl GRCm38 genome obtained from GENCODE) using HISAT2 (v.2.1.0)^38^. Subsequently, transcript assembly was performed using StringTie (v.1.3.4)^39^ with the annotated transcriptome as a reference. The assembled transcriptomes were quantified using prepDE.py script provided by the StringTie developer to generate gene matrix files. EdgeR (v.3.26.1)^40,41^ was used to compute counts per million (CPM) as a normalized measurement for gene expression.

Differentially expressed genes were tested using the Fisher’s exact test, and multiplicity correction is performed with the Benjamini–Hochberg method on the *P* values, to control the false discovery rate (FDR). The exact *P* value and FDR *q* value for the differential gene expression analysis can be found in the Source Data. Differentially regulated genes with FDR value <0.05 were considered significant. We defined expressed genes as those that have expression in at least half of all samples. Expressed genes were subjected to PCA. Principal component 1 and 2 were plotted in 2-D coordinates. Deposited Gene Expression Omnibus (GEO) RNA-seq genomic data are publically available (accession number GSE149647) and contained in the Source Data.

### Gene set enrichment analysis (GSEA)

GSEA was performed on expressed genes according to the software manual^42,43^. Gene sets with a nominal *p* value of <0.05 and an FDR of <0.25 were considered significant. Exact nominal *P* value and FDR *q* value for the GSEA analysis can be found in the Source Data. All expressed genes were Log2 transformed, centered, and unsupervised hierarchical clustering was performed using *t*he *k*-mean clustering method with Cluster 3.0 software^44^. Java Treeview (v.3.0) was used to visualize the clustered heatmaps.

### Microarray data analysis

Active *YAP* (i.e., a*YAP* also referred to as *YAP*^S127A^) overexpression in the NRVM microarray data^45^ was obtained from GEO accession number GSE57719. Raw CEL files were analyzed using Transcriptome Analysis Console (Applied Biosystems) for differential gene expression. Differentially regulated gene with Benjamini–Hochberg FDR < 0.05 were considered significant.

### Statistics

Values are reported as means ± SEM unless indicated otherwise. One-way analysis of variance analysis followed by Dunnett’s post hoc testing was used to evaluate the statistical significance for multiple-group comparisons. In addition, the two-tailed nonparametric Student’s *T*-test was used for two-group comparisons. Values of *P* < 0.05 were considered statistically significant. Data are presented as mean values ± SEM. Exact *P* values can be found in the Source Data.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

All relevant data related to this manuscript are available upon reasonable request from the authors. The RNA-seq data described in this study has been deposited to the Gene Expression Omnibus (GSE) with the accession number GSE149647. Source Data are provided with this paper. Original un-cropped western blots and raw numbers used for the statistics presented in the Figures and Supplementary Information are contained in the Source Data. A list of the antibodies and primer sequences used in this study are provided in Supplementary Data 1. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Intercalated disc protein Xinβ is required for Hippo-YAP signaling in the heart
**Source:** Nat Commun. 2020 Sep 16;11:4666. doi: 10.1038/s41467-020-18379-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of antibodies (Table I) and primers (Table II) used in this study. Table I contains information about the antibody source and the dilutions used for Western Blots (WB), immunoprecipitations (IP), and immunofluorescence staining (IF). Table II lists the forward and reverse direction DNA sequences of the primers.

# Supplementary material for: Intercalated disc protein Xinβ is required for Hippo-YAP signaling in the heart
**Source:** Nat Commun. 2020 Sep 16;11:4666. doi: 10.1038/s41467-020-18379-8
**Supplement:** Supplementary file 4 — Supplementary Data 1

**Supplementary Data 1**

**Table I. Antibodies**

| **Antigen** | **Company** | **Catalog** | **Origin** | **Working dilution** |
| --- | --- | --- | --- | --- |
| T-YAP1 | Cell Signaling Technology | 14074 | Rabbit | 1:500 for WB  1:100 for IF |
| P-YAP1 | Cell Signaling Technology | 13008 | Rabbit | 1:500 for WB |
| T-AKT | Cell Signaling Technology | 4691 | Rabbit | 1:1000 for WB |
| P-AKT | Cell Signaling Technology | 4060 | Rabbit | 1:1000 for WB |
| T-GSK3β | Cell Signaling Technology | 12456 | Rabbit | 1:1000 for WB |
| P- GSK3β | Cell Signaling Technology | 9336 | Rabbit | 1:1000 for WB |
| T-ERK1/2 | Cell Signaling Technology | 9101 | Rabbit | 1:1000 for WB |
| P-ERK1/2 | Cell Signaling Technology | 4370 | Rabbit | 1:1000 for WB |
| T-NF2 | Santa Cruz | SC-55575 | Mouse | 1:50 for IF |
| T-NF2 | Cell Signaling Technology | 12888 | Rabbit | 1:500 for WB  1:100 for IF |
| P-NF2 | Cell Signaling Technology | 9163 | Rabbit | 1:500 for WB  1:100 for IF |
| T-MST1 | Cell Signaling Technology | 3682 | Rabbit | 1:500 for WB |
| P-MST1 | Sigma-Aldrich | SAB4504042 | Rabbit | 1:500 for WB  1:100 for IF |
| T-Lats1 | Cell Signaling Technology | 3477 | Rabbit | 1:200 for WB |
| P-Lats1 | Cell Signaling Technology | 8654 | Rabbit | 1:200 for WB  1:100 for IF |
| pH3 | Sigma-Aldrich | 06-570 | Rabbit | 1:200 for IF |
| Ki67 | Abcam | ab16667 | Rabbit | 1:200 for IF |
| CX43 | Cell Signaling Technology | 3512 | Rabbit | 1:200 for IF |
| N-Cadherin | Invitrogen | 33-3900 | Mouse | 1:200 for IF |
| Flag | Sigma-Aldrich | F7425 | Rabbit | 1:2000 for WB  1:200 for IF |
| GFP | ROCKLAND | 600-101-215 | Goat | 1:2000 for WB  1:200 for IF |
| a-Actinin | Sigma-Aldrich | A7811 | Mouse | 1:200 for IF |
| cTnT | ThermoFisher | MA5-12960 | Mouse | 1:200 for IF |
| β-Tublin | Abcam | ab131205 | Mouse | 1:5000 for WB |
| GAPDH | Fitzgerald | 10-1501 | Mouse | 1:5000 for WB |

| Antibody Name | Clone | Origin | Working Dilution |
| --- | --- | --- | --- |
| Rabbit anti-Xinβ | U1040B | Rabbit | 1:200 for IP or WB; 1:100 for IF |

| Name | Company | Origin | Working Dilution | Catalog | Lot |
| --- | --- | --- | --- | --- | --- |
| Alexa Fluor 488-goat anti-mouse IgG (H+L) | Invitrogen | Goat | 1:800 for IF | A11029 | 1911843 |
| Alexa Fluor 594-goat anti-rabbit IgG (H+L) | Invitrogen | Goat | 1:800 for IF | A11012 | 1892265 |
| Alexa Fluor 647-goat anti-rabbit IgG (H+L) | Invitrogen | Goat | 1:800 for IF | A21245 | 2098544 |
| Alexa Fluor 594-donkey anti-goat IgG (H+L) | Invitrogen | Donkey | 1:800 for IF | A11058 | 54258A |
| Alexa Fluor 594-goat anti-mouse IgG (H+L) | Invitrogen | Goat | 1:800 for IF | A21135 | 99E3-1 |
| IRDye 800CW goat anti-Mouse | LI-COR | Mouse | 1:10000 for WB | 926-68070 | C90219-05 |
| IRDye 800CW goat anti-rabbit | LI-COR | Rabbit | 1:10000 for WB | 926-32211 | C81210-05 |

**Table II. Primers**

# Supplementary material for: Intercalated disc protein Xinβ is required for Hippo-YAP signaling in the heart
**Source:** Nat Commun. 2020 Sep 16;11:4666. doi: 10.1038/s41467-020-18379-8
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis For RNA-seq data analysis, FASTQ files were extracted and the TruSeq sequencing adapters and low quality reads were removed from FASTQ files with Cutadapt v.2.3. The cleaned FASTQ files were quality checked using FastQC (Babraham Bioinformatics). Transcript assembly was performed using StringTie (v.1.3.4) with the annotated transcriptome as a reference. The assembled transcriptomes were quantified using prepDE.py script provided by the StringTie developer to generate gene matrix files. EdgeR (v.3.26.1) was used to compute counts per million (CPM) as a normalized measurement for gene expression. Differentially expressed genes were tested using the Fisher's exact test and multiplicity correction was performed using the Benjamini-Hochberg method on the P-values to control the false discovery rate (FDR). Differentially regulated genes with FDR values < 0.05 were considered significant. We defined expressed genes as those that have expression in at least half of all samples. Expressed genes were subjected to Principal Component Analysis (PCA). Principal components 1 and 2 were plotted in 2-D coordinates. Gene Set Enrichment Analysis (GSEA) was performed on expressed genes according to the software manual. Gene sets with a nominal P-value of < 0.05 and a FDR of < 0.25 were considered significant. All expressed genes were Log2 transformed, centered, and unsupervised hierarchical clustering was performed using k-mean clustering method with Cluster 3.0 software. Java Treeview (v.3.0) was used to visualize the clustered heatmaps. Differentially regulated genes with a Benjamini-Hochberg FDR < 0.05 were considered significant. Microscopic images of histological sections were quantified with ImageJ v1.52 software. All relevant data related to this manuscript are available upon reasonable request from the authors. The RNA-seq data described in this study has been deposited to the Gene Expression Omnibus (GSE) with the accession number GSE149647 ([https://www.ncbi.nlm.nih.gov/gds/?term=GSE149647\[Accession\]](https://www.ncbi.nlm.nih.gov/gds/?term=GSE149647[Accession])). Source Data are provided with this paper. Original un-cropped western blots and raw numbers used for the statistics presented in the Figures and Supplementary Information are contained in the Source Data. A list of the antibodies and primer sequences used in this study are provided in Supplementary Data File 1 (Tables I and II).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All relevant data related to this manuscript are available on request from the authors on reasonable request. FASTQ files were aligned to the mouse genome (Esembl GRCm38 genome obtained from GENCODE) using HISAT2 (v.2.1.0). The accession number for the RNA-seq genomic data described in this study is GSE149647 ([https://www.ncbi.nlm.nih.gov/gds/?term=GSE149647\[Accession\]](https://www.ncbi.nlm.nih.gov/gds/?term=GSE149647[Accession])). Original un-cropped western blots are provided in Source Data as are the raw numbers used for the statistics presented in the Figures and Supplementary Information A list of the antibodies and primer sequences used in this study are also provided (Supplementary Data File 1). aYAP over-expression in the neonatal rat ventricular cardiomyocyte microarray data was obtained from the Gene Expression Omnibus (GEO) accession number GSE57719 ([https://www.ncbi.nlm.nih.gov/gds/?term=GSE57719\[Accession\]](https://www.ncbi.nlm.nih.gov/gds/?term=GSE57719[Accession])).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. We chose the sample sizes based on the literature, which was sufficient to analyze significance between groups. The number of the independent experiments for cell and biological experiments is indicated in the Source Data.                                                                                                                                                                                                                                                                                           |
| Data exclusions | Sick or diseased animals were excluded. The exclusions were based on criteria from the literature and the recommendation of the veterinarian. The exclusions criteria were unbiasedly applied on the described experiments involving mouse model.                                                                                                                                                                                                                                                                                                                  |
| Replication     | In each experimental group, 5 mice were included and independent experiments were repeated at least 3 times. For western blotting, we repeated independently conducted experiments at least 3 times. The results of all in vivo experiments were reproducible as shown across multiple animals (exact n values indicated in the Source Data over multiple cohorts. Where possible quantitative PCR, western blotting, immunohistochemistry, and RNA sequencing analysis was performed with at least three independent biological replicates and minimal variation. |
| Randomization   | Animals were randomized into groups with the same genotypes, gender, and age. Mice were bred in-house with groups being populated with mice as soon as they became available. Mice were randomly assigned to groups where applicable. Experimental groups provide a roughly equal mix of males and females.                                                                                                                                                                                                                                                        |
| Blinding        | Individuals collecting data or adjudicating outcomes were blinded to the groups or cohorts being analyzed.                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

The anti-mouse Xinβ (U1040) primary antibody was obtained from the authors of the following article: Am J Physiol Heart Circ Physiol

293: H2680–H2692. A list of all antibodies (including sources and dilutions used) are provided in Supplementary Data File 1 (Table I).

Validation

Antibodies were validated using western blotting and immunofluorescence staining (immunostaining) in mouse tissue.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                 |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HEK293T cells were obtained from the American Type Culture Collection (CRL-3216).                               |
| Authentication                                                    | Cells were authenticated by immunostaining, western blot analysis, and gene expression analyses (e.g. qRT-PCR). |
| Mycoplasma contamination                                          | All cell lines used in this study tested negative for mycoplasma before their use.                              |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                   |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All animal protocols were approved by the Institutional Animal Care and Use Committee of Boston Children's Hospital. Mice were maintained at temperatures of 65–75°F (~18–23°C) with 40–60% humidity and a light:dark cycle of 12h:12h. Xinβ knockout mice (Xinβ-KO) were described previously (Circ Res 106: 1468–78) and these mice were back-crossed to, and maintained in, a C57BL/6J background. All RosaCas9GFP/Cas9GFP mice were acquired from the Jackson Laboratory (#026175). Both male and female mice at the ages indicated in the manuscript and figures were used. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | Ethical oversight was provided by the Institutional Animal Care and Use Committee of Boston Children's Hospital.                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | De-identified left ventricle (LV) tissues were taken from patients with terminal-stage heart failure that were indicated for heart transplantation. Ten patients (9 male and 1 female) with dilated cardiomyopathy between the ages of 34 and 62 were used for these studies. In brief, the patient's heart was removed at the time of transplantation, and LV tissue was dissected and snap frozen in liquid nitrogen. We used LV samples from healthy hearts that were not implanted to serve as controls. There was no record linking the subject and the research to avoid the possibility of a breach of confidentiality. |
| Recruitment                | Patients with heart failure were recruited according to the Institutional Review Board (IRB) protocol approved by the Institutional Ethics Committee at the National Institute of Cardiovascular Diseases, Bratislava, Slovakia. Informed consent was sought from each prospective subject or the subject's legally authorized representative in accordance with, and to the extent required by 45 CFR 46.116 and 21 CFR 50.20. In addition, the IRB protocol ensured that informed consent was appropriately documented, in accordance with, and to the extent required by 45 CFR 46.117 and 21 CFR 50.27.                    |
| Ethics oversight           | Human samples were collected in accordance with the World Medical Association's (WMA) Declaration of Helsinki and procedures were approved by the Institutional Ethics Committee of the National Institute of Cardiovascular Diseases, Bratislava, Slovakia. Patients provided written informed consent prior to tissue collection.                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

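RNA from the ventricles of mice at postnatal day 7.5 was sequenced in 24 libraries. Of these, 8 came from uninjected *Xinβ* KO and WT hearts, 4 of each, and 16 from *Xinβ* KO and WT hearts injected with AAV9-*GFP* or AAV9-*YAP* S127A, 4 in each of 4 groups. The authors trimmed the reads with Cutadapt, aligned them to GRCm38 with HISAT2 and assembled transcripts with StringTie. They quantified genes with a tool of the StringTie developer and computed CPM with edgeR. The deposited values are a normalized signal made by the authors, CPM whose columns sum to between 942566 and 1134439. They were first taken to be plain CPM, and the column sums led to the reading that they are CPM on TMM-scaled library sizes, which the paper's text does not state. The smallest step between the values of a library gave the worth of 1 count, and all values of the 24 libraries were whole multiples of it. The counts of the authors' gene matrix could therefore be recovered, and they are called reads here. They are not shown to equal the sequenced reads. Reads outside the listed genes are not in the tables.

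The libraries held between 20490875 and 31154155 reads on genes in the uninjected hearts and between 15015038 and 19444404 in the injected hearts. Genes are identified by Ensembl identifiers, and symbols and positions come from GENCODE M21. Groups follow the labels of the libraries, and the replicate numbers in the labels were not treated as pairs.

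CPM values were transformed to log2(CPM + 1). Genes with more than 1 CPM in at least 4 of the 8 uninjected libraries or 8 of the 16 injected libraries were tested, 15598 and 14597 genes. Groups were compared with limma 3.58.1, with a mean-variance trend and Benjamini-Hochberg adjustment, and genes with an adjusted p-value under 0.05 are called. The paper's methods name Fisher's exact test with the same adjustment. One model held all 16 injected libraries. Sets of genes were scored as the mean log2(CPM + 1) over the set minus that over all tested genes and compared by exact, two-sided permutation tests over the 70 ways to divide 8 libraries into groups of 4. Reactome sets of 15 to 500 genes were tested with fgsea 1.28.0 on the ranked limma statistics. The G2/M and S-phase lists come from Seurat 5.3.0. The GO, hallmark and YAP-conserved signature sets that the paper used were not used here. The calculations ran in R 4.3.3 and Python 3.11.15, with figures drawn in matplotlib 3.10.9.

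Genes are named in the text when the paper or its source data name them for the heart, when they are among the 5 largest changes in a direction of a comparison with an adjusted p-value under 0.05 and groups that do not overlap, when they mark the sex of the mice, or when they belong to a set. The alternatives were other scalings (median ratios, quantiles), a pseudocount of 0.1, other filters, limma without the trend, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, a sex-linked covariate, a block for the replicate number, a fold change threshold, camera, and leaving out each library. The tests were tried on simulated data with 200 changed genes among 15598, of which limma called 190 with 7 false calls. The qRT-PCR, protein and cell culture experiments were not analysed here.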

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

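The tests of a mislabelled library and of mixed samples were chosen only after the results were seen, and the others were set out before. With groups of 4 libraries, the highest or lowest value was set apart from the other 3 by Dixon's criterion in 14 of 154 groups of values, where chance gives 7.7.

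*Yap1* in uninjected *Xinβ* KO replicate 2 was at 98.96 CPM, where the other *Xinβ* KO hearts were between 47.9 and 50.1 CPM and the WT hearts between 90.7 and 102.6 CPM. The same library was the largest of its group, with 31154155 reads, where the others held between 20855349 and 22316060. A scaling of the whole library could give such a pattern in many genes, but 10 of 15598 tested genes showed it at least as strongly, *Yap1* included. A mislabelled WT library would carry *Xirp2*, which was at 0.498% of the WT mean in this library. A chromosomal change that took in the neighbours of *Yap1* would lower them in the other 3 *Xinβ* KO hearts. The log2 differences of the 8 tested genes within 1 Mb ran from -0.32 to 1.08, with a median of 0.11. That of *Yap1* was -0.97. A scaling of the library, a mislabelled library and a change that lowered these neighbours together do not account for the pattern. A change limited to *Yap1* itself would leave the neighbours unmoved, so it is left open. No biological explanation was tested, since the design gives no condition that sets this heart apart. Over all uninjected hearts, *Yap1* had a log2 fold change of -0.71 (adjusted p = 0.086 from limma). With one library left out, it ranged from -0.96 to -0.62 and was called in 1 of 8 fits. In the injected hearts, *Yap1* was not lower in *Xinβ* KO/*GFP* than in WT/*GFP* hearts, so a lower level with the genotype is not shown.

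Uninjected *Xinβ* KO replicate 4 was set apart in 3 measures. Its interferon score was 0.80, where the other *Xinβ* KO hearts lay between 0.27 and 0.29. *Aurkb* was at 13.9 CPM, where they lay between 2.40 and 3.56, and *Top2a* at 120.3 CPM, where they lay between 11.6 and 28.0. Its *Ddx3y*, at 3.68 CPM, was the lowest of the uninjected libraries. The Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* were lowest there too, at 6.08, 0.943 and 1.70 CPM. The lowest values in the other libraries were 46.8, 14.4 and 8.65 CPM. The sex of this heart cannot be told apart from its other properties, and *Xist* is not listed for these libraries. A mislabelled WT library would carry *Xirp2*, which was at 0.374% of the WT mean in this library. Other technical explanations and biological ones were not tested.

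On PC1, *Xinβ* KO/*YAP* S127A replicate 3 lay at -15.1, where the other *Xinβ* KO/*YAP* S127A hearts lay between -8.13 and -7.86. In the other groups, single values set apart were *Irf7* in uninjected WT replicate 4 (5.03 CPM), *Xirp1* in uninjected WT replicate 3 (226 CPM), *Ankrd1* in WT/*GFP* replicate 3 (630.3 CPM) and *Stmn1* in WT/*GFP* replicate 4 (88.2 CPM). In WT/*YAP* S127A hearts they were *Dab2* in replicate 2 (43.8 CPM), *Irf7* in replicate 4 (6.04 CPM), *Shcbp1* in replicate 4 (11.2 CPM) and *Top2a* in replicate 1 (124 CPM). No explanation was tested for these values.

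The interaction term of the limma model asks whether the effect of AAV9-*YAP* S127A differed between *Xinβ* KO and WT hearts. It was past an adjusted p-value of 0.05 for 1104 genes, 554 higher and 550 lower. When the vector was swapped within same-numbered pairs of a genotype, 1 of 100 drawn arrangements out of 128, the real one included, gave as many genes, and the highest other count was 1048. Such swaps remove any effect of the vector, and some of the 128 arrangements leave the *Xinβ* KO hearts as they were. They therefore cannot tell a difference between the genotypes from an effect in *Xinβ* KO hearts. Since the *Xinβ* KO/*GFP* hearts stand apart from the other 3 groups, with 0 genes called between WT/*YAP* S127A and WT/*GFP* hearts, the interaction could also come from the absence of a change to correct in WT hearts. With the replicate number as a block, the count was 707, so the difference may depend in part on how the replicates are modelled. A biological difference in the response to *YAP* S127A remains a hypothesis.

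In 4 injected libraries, 1 of WT/*GFP* and 3 of WT/*YAP* S127A hearts, both *Xist* and *Ddx3y* were above 5% of the level in libraries with one of them. The paper does not report on these genes. If female and male RNA were mixed, the *Xist* share of the female level and the *Ddx3y* share of the male level would add to about 100%, and their mean sum was 96.7%, from 92.6% to 103%. In the other 12 libraries the sum ran from 75.4% to 127%. Of these, 4 set the female level and 6 the male level, so their sums lie around 100% by construction. The sum therefore cannot single out a mixture, and the pattern cannot be told apart from one. In WT/*GFP* replicate 3 and WT/*YAP* S127A replicates 2 to 4, *Xist* was at 11.9%, 8.48%, 91.2% and 23.9% of the female level. *Ddx3y* was at 80.8%, 87.5%, 12.3% and 70.8% of the male level, in the same order. A mixture between genotypes would bring *Xirp2* reads into *Xinβ* KO libraries, where the highest share of the WT/*GFP* mean was 0.835%, but the 4 libraries are WT, where it would lower *Xirp2* instead. *Xirp2* was at 115 CPM in WT/*GFP* replicate 3, against 103, 99 and 149 CPM in the others, and at 90.5, 81.6 and 56 CPM in WT/*YAP* S127A replicates 2 to 4, against 93.8 CPM in replicate 1, so mixing between genotypes in these libraries is left open. No biological explanation was tested.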

How the results depend on the processing

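The main settings and the alternatives were chosen before the data were examined, except the *Ddx3y* covariate, which was chosen after seeing the data. The cause of the changes given here was not tested. *Xist* as a covariate was not run for the uninjected hearts, where it is not listed.

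The separation of *Xinβ* KO/*GFP* hearts on PC1 kept its direction and its side of the threshold in all 24 refits. The mean signed change of the genes called in uninjected hearts did so in 16 refits each in *Xinβ* KO/*GFP* against WT/*GFP* and in *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts. Of 68 called results for named genes, 53 were called under every setting refitted for single genes other than the replicate block. None of the 1083 refits of these 68 results reversed. Single genes were not refitted with the edgeR exact test, DESeq2, the other filters or only the groups compared.

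The 1044 genes called in uninjected hearts became 492 with a mean of at least 10 CPM, 1948 with DESeq2 and 1927 with the *Ddx3y* covariate. With a log2 fold change of at least 1 they became 3.7e+02, 197 higher and 171 lower. The 1751 genes with a p-value under 0.01 became 976 and 480 with the same filter and fold change threshold. For *Xinβ* KO/*GFP* against WT/*GFP* hearts, the count fell to 930 with only the groups compared in the model and 442 with the fold change threshold. For *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts it fell to 1208 and 404 in the same way. For *Xinβ* KO/*YAP* S127A against WT/*GFP* hearts it rose to 21 with the edgeR exact test and 24 with DESeq2, and for WT/*YAP* S127A against WT/*GFP* hearts to 6 and 11. For the interaction, the fold change threshold gave 453. The replicate number as a block gave 3.9e+02 genes in uninjected hearts, 201 higher and 184 lower, and 707 for the interaction. Residuals of same-numbered libraries of different groups correlated at -0.079 in uninjected hearts, against 0.027 for others, and at -0.026 and 0.009 in injected hearts, and these are different animals.

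Across the fits that each left out one library, the counts ranged from 379 to 2098 in uninjected hearts, from 1130 to 2413 at a p-value under 0.01, from 1262 to 2756 for *Xinβ* KO/*GFP* against WT/*GFP*, from 1 to 4 for *Xinβ* KO/*YAP* S127A against WT/*GFP*, from 0 to 1 for WT/*YAP* S127A against WT/*GFP* and from 631 to 1474 for the interaction.

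With camera, whose statistic is the mean z of a set minus that of the other genes and which treats genes, not hearts, as the units, 3 of the 15 set results tried under the alternatives passed the threshold where the exact test did not. These were the G2/M genes in uninjected hearts (-2.13, or -2.14 with the block), and in *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts the G2/M genes (2.09, or 2.22 with the block) and the S-phase genes (1.26 and 1.43). Outside these 15 results, camera of limma also passed where the exact test did not for the G2/M genes (p = 6.2e-13, exact p = 0.057) and the interferon genes (p = 3.9e-11, exact p = 0.14) in *Xinβ* KO/*YAP* S127A against WT/*GFP* hearts, and for the interferon genes in WT/*YAP* S127A against WT/*GFP* hearts (p = 2.5e-04, exact p = 0.51). The fatty acid genes in uninjected hearts fell to 0.0940 with quantile normalization (exact p = 0.11). In *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts, the interferon genes were at -0.43 with a mean of at least 10 CPM (exact p = 0.057), and the YAP pathway genes at 0.70 with the median over the set (exact p = 0.057). The interferon genes in *Xinβ* KO/*GFP* against WT/*GFP* hearts, near 0 in the main setting, reversed to 0.0038 with quantile normalization, 0.0638 with a pseudocount of 0.1, 0.0779 with camera (0.0773 with the block) and 0.000798 with the median.

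With one library left out, the sets ranged as follows. In uninjected hearts, the G2/M genes ranged from -1.57 to -0.88, the S-phase genes from -1.08 to -0.72, the YAP pathway genes from -1.15 to -0.78 and the fatty acid genes from 0.14 to 0.20. In *Xinβ* KO/*GFP* against WT/*GFP* hearts, they ranged from -1.27 to -0.74, -0.72 to -0.37, -1.001 to -0.71 and 0.0467 to 0.14 in that order, and the interferon genes from -0.27 to 0.39. In *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts, the G2/M, S-phase, YAP pathway and interferon genes ranged from 0.53 to 1.06, 0.20 to 0.55, 0.58 to 0.87 and -0.80 to -0.64. Sets that lost the threshold here kept their direction, with exact p-values of 0.057 or 0.086.

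The number of Reactome sets fell to 87 with camera for *Xinβ* KO/*GFP* against WT/*GFP* hearts, and to 101 with a mean of at least 10 CPM and 86 with camera for *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts. Quantile normalization changed their split, to 39 of 155 higher in uninjected hearts, from 96 of 189, and to 17 of 152 in *Xinβ* KO/*GFP* against WT/*GFP* hearts, from 32 of 137.

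Values near 0 reversed in other results. The signed change of the genes called in uninjected hearts was 0.0039 in WT/*YAP* S127A against WT/*GFP* hearts with the median over genes, and with one library left out ranged from -0.0232 to 0.0191 there and from -0.00355 to 0.0429 in *Xinβ* KO/*YAP* S127A against WT/*GFP* hearts. In *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts, *Cdk4* was at -0.0375 with the edgeR quasi-likelihood test, -0.00790 with *Xist* and -0.00953 with *Ddx3y* as a covariate, and from -0.14 to 0.19 with one library left out. *Xirp2* there was at -0.0417 with quantile normalization, -0.0302 with a pseudocount of 0.1, and from -0.0446 to 0.28 with one library left out. Among the named genes, 106 refits lost the threshold and 39 gained it.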

Differences from the paper's values

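The paper's count of genes with a p-value under 0.01 in uninjected hearts is 717, where 1751 were counted here. The alternatives set before the data were examined under which the 2 counts are within 1.5 times of each other are a mean of at least 10 CPM, with 976, and a log2 fold change of at least 1, with 480. The others do not close the gap. The table of the paper's supplement holds 1997 of the genes tested here. In it, the paper's own p-value was under 0.01 for 223 genes. The p-value here was under 0.01 for 253 of the same genes. On these genes the 2 counts were within 1.5 times of each other under the main setting. The 223 genes are a larger share of that table than 717 is of the 15598 genes tested here. The paper's p-values under 0.01 would then number more than 717, unless genes of that table changed more often than the others. That was not tested. The filter and the fold change threshold are therefore not shown to explain the gap. The paper's count of increased genes is 373, against 778 here. A mean of at least 10 CPM gave 513, the replicate block 555, and leaving out WT replicate 1 or 3 gave 535 or 541, and the other alternatives do not close the gap. The paper's count of reduced genes is 344, against 973 here. A mean of at least 10 CPM gave 463 and a log2 fold change of at least 1 gave 262, and the others do not close the gap.

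The paper's log2 fold change of *Hif3a* in its supplement is 3.96, where 3.33 was found here. Under the alternatives set before the data were examined, it was 3.78 with a pseudocount of 0.1, 3.95 with the edgeR quasi-likelihood test and 3.60 without *Xinβ* KO replicate 1, which close the gap. The other scalings, limma without the trend, the replicate block and leaving out each other library do not. The edgeR exact test, DESeq2 and the other filters were compared by their counts of genes, not for this value. With the *Ddx3y* covariate, chosen after seeing the values, it was 3.73.

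By qRT-PCR, the assay of Fig. 1d, 1e and 1g, the paper shows *Cdk1*, *Ccnd1*, *Aurkb*, *Ankrd1* and *Cdc45* as reduced in *Xinβ* KO hearts (Fig. 1d). In the RNA-seq their log2 fold changes were -1.21, -0.69, -1.42, -1.61 and -1.004, with adjusted p-values of 0.16, 0.098, 0.068, 0.10 and 0.055 from limma. All 5 passed 0.05 without *Xinβ* KO replicate 4, and with the *Ddx3y* covariate, which was chosen after seeing the data. *Ddx3y* was at 3.68 CPM in that replicate and between 21.7 and 56.2 CPM in the other libraries. The covariate and leaving out that replicate are therefore not separate support, here or for the genes of Fig. 1g. Of the genes of Fig. 1g, *Cdkn2c*, *Dab2*, *Fscn1*, *Stmn1*, *Shcbp1* and *Top2a* were not called in uninjected hearts, but were called without *Xinβ* KO replicate 4 and with the *Ddx3y* covariate, chosen after seeing the data. *Fscn1* was also called with quantile normalization. *Axl* was called under none of the settings refitted for single genes. *Nfkbib* (Fig. 1e) was called with quantile normalization and without *Xinβ* KO replicate 1.

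The paper states that fatty acid metabolism genes were upregulated in *Xinβ* KO hearts and repressed by *YAP* S127A (Fig. 3h). In the injected hearts, the set used here changed by 0.08 and -0.04, and its exact p-value was under 0.05 only for the first change and only without *Xinβ* KO/*GFP* replicate 2. In uninjected *Xinβ* KO hearts the same set was higher by 0.16 (exact p = 0.029). The paper states that proliferation categories were completely restored. The S-phase genes remained lower in *Xinβ* KO/*YAP* S127A than in WT/*GFP* hearts by a log2 difference of -0.17 (exact p = 0.029). Of these 43 genes, 37 were lower, but 0 were called, also with adjustment over the list alone. Other than by camera, this set change was not refitted under the alternatives or with a library left out. The paper shows *Cdk4* as corrected by *YAP* S127A in qRT-PCR, with more hearts per group than were sequenced (Fig. 3j). In the RNA-seq, its log2 fold change was -0.27 in *Xinβ* KO/*GFP* against WT/*GFP* hearts (adjusted p = 0.32 from limma). The assays and numbers of hearts differ, so the RNA-seq values do not test the qRT-PCR result. With one library left out, this change ranged from -0.45 to -0.11, and it was called in 1 of 8 fits. In *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts, *Cdk4* was at 0.01 (adjusted p = 0.97). *Cdk1* and *Ccnd1* of the same panel were at 1.05 and 0.59 in that comparison (adjusted p = 0.068 and 0.1 from limma). Both were called without *Xinβ* KO/*GFP* replicate 2 and without *Xinβ* KO/*GFP* replicate 3.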

Other observations

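The tests of the spread of the WT/*GFP* group were chosen only after the result was seen, and the others were set out before.

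For each count of genes, the real groups were compared with the other divisions of the same libraries that separate all 4 same-numbered pairs. For uninjected hearts, 1 of the 8 divisions gave as many genes, at an adjusted p-value under 0.05 (highest other count 1) and at a p-value under 0.01 (highest other count 513). For *Xinβ* KO/*GFP* against WT/*GFP* and for *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts it was 1 of 8 each, with highest other counts of 3 and 1. It was 1 of 8 for the 3 genes of *Xinβ* KO/*YAP* S127A against WT/*GFP* hearts, with a highest other count of 2, and 8 of 8 for WT/*YAP* S127A against WT/*GFP* hearts, whose count is 0. The other 27 divisions separate fewer pairs, and none of them gave as many genes except in the last comparison. No share of 8 divisions can be under 0.05. Over all 35 divisions, 1 gave as many genes in each of these comparisons, other than WT/*YAP* S127A against WT/*GFP* hearts, where 35 did. For the Reactome sets, 6, 6 and 3 of the 8 divisions gave as many sets in uninjected hearts, *Xinβ* KO/*GFP* against WT/*GFP* and *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts.

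The interferon genes were higher in uninjected *Xinβ* KO hearts by 0.82 and changed by -0.02 in *Xinβ* KO/*GFP* against WT/*GFP* hearts. In *Xinβ* KO/*YAP* S127A against *Xinβ* KO/*GFP* hearts they changed by -0.70 (exact permutation test, two-sided, p = 0.029), in *Xinβ* KO/*YAP* S127A against WT/*GFP* hearts by -0.72 (exact p = 0.14) and in WT/*YAP* S127A against WT/*GFP* hearts by -0.40 (exact p = 0.51). The difference of 0.84 between the first 2 changes was tested by permuting the genotypes within each experiment (exact p = 0.13 over 4900 divisions, adjusted p = 0.65 over 5 sets), so the changes are not shown to differ. Without WT/*GFP* replicate 1, the *Xinβ* KO/*GFP* change was 0.39, so the spread of the WT/*GFP* group cannot be told apart from a difference between the experiments. No biological explanation was tested.

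The scaling factors were lower in uninjected *Xinβ* KO than in WT libraries. The 10 most abundant genes held 17.4% to 19.3% of the reads in *Xinβ* KO libraries and 15.4% to 17.1% in WT libraries (exact permutation test, two-sided, p = 0.029, the smallest that 4 against 4 allow), so a few abundant genes may account for the lower factors. A biological cause of their abundance was not tested.

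A segment of the strain in which *Xirp2* was targeted could change genes near it. Within 10 Mb, 4.95% of 101 tested genes were called in uninjected hearts, against 6.70% elsewhere (Fisher's exact test, p = 0.69), and 9.89% against 13.7% in *Xinβ* KO/*GFP* against WT/*GFP* hearts (p = 0.36 by the same exact test).

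*Ankrd1* was at 852 ± 109 CPM in WT/*YAP* S127A and 569.8 ± 40.5 CPM in WT/*GFP* hearts (SD, n = 4), with a log2 fold change of 0.57 (adjusted p = 0.7 from limma). The groups did not overlap, which chance gives for 2.86% of genes.

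In the gene table of the paper's supplement, 1997 genes were tested here. The log2 fold changes correlated across genes (r = 0.961, rho = 0.993, genes are not independent replicates), and 1943 had the same direction. In that table, 223 genes have the paper's p-value under 0.01, 253 of the same genes do here, and 198 do in both. Of 23 genes with a p-value beside the qRT-PCR values in the paper's source data, 5 are in that table, and for 5 of these the p-value is the same number as the RNA-seq p-value there.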
